# Early cellular signaling responses to axonal injury

**DOI:** 10.1186/1478-811X-7-5

**Published:** 2009-03-13

**Authors:** Thomas J Lukas, Ai Ling Wang, Ming Yuan, Arthur H Neufeld

## Abstract

**Background:**

We have used optic nerve injury as a model to study early signaling events in neuronal tissue following axonal injury. Optic nerve injury results in the selective death of retinal ganglion cells (RGCs). The time course of cell death takes place over a period of days with the earliest detection of RGC death at about 48 hr post injury. We hypothesized that in the period immediately following axonal injury, there are changes in the soma that signal surrounding glia and neurons and that start programmed cell death. In the current study, we investigated early changes in cellular signaling and gene expression that occur within the first 6 hrs post optic nerve injury.

**Results:**

We found evidence of cell to cell signaling within 30 min of axonal injury. We detected differences in phosphoproteins and gene expression within the 6 hrs time period. Activation of TNFα and glutamate receptors, two pathways that can initiate cell death, begins in RGCs within 6 hrs following axonal injury. Differential gene expression at 6 hrs post injury included genes involved in cytokine, neurotrophic factor signaling (Socs3) and apoptosis (Bax).

**Conclusion:**

We interpret our studies to indicate that both neurons and glia in the retina have been signaled within 30 min after optic nerve injury. The signals are probably initiated by the RGC soma. In addition, signals activating cellular death pathways occur within 6 hrs of injury, which likely lead to RGC degeneration.

## Introduction

Axonal damage of long projecting neurons leads to retrograde degeneration and loss of the soma of the neuron by programmed cell death over a period of several days. However, little is known about the timing of events in the soma of the neuron immediately following damage to the axon and how soon the affected neuron with axonal damage signals surrounding glia and other neurons of the catastrophic event.

Retinal ganglion cells (RGCs) are long projecting neurons whose axons make up the optic nerve. To determine the temporal sequence of cellular signals and interactions following axonal injury, we have used optic nerve crush. The somas of the RGCs are in a single layer in the retina and are easily sampled and visualized. Similarly, the glia and other retinal neurons that are associated with the RGCs are also in specific layers and can be readily observed by immunohistochemistry.

Most studies of optic nerve damage leading to RGC loss make observations of the changes in gene expression, the level of a particular molecule or activation of a pathway starting at 24–48 hrs following the injury [1-3]. For example, inactivation of phospho-AKT and phospho-BAD have been reported as early as 48 hrs after injury [1]. Upregulation of proapoptotic proteins such as BAX and BIM has been reported at 24 hr post injury [4-6]. Seven days after optic nerve crush, there is increased caspase-3 activity and significant loss of RGCs [6-8].

In the work presented here, we have looked for changes in the retina within 6 hrs following optic nerve crush. Our interest was not biased towards any one pathway that had changed, but to use any changes that we found to determine the timing of cellular events and cell to cell signaling, particularly those that may precede degeneration. Thus, the work presented here attempts to answer the following questions:

1. When does the soma of the RGC "sense" that its axon has been injured?

2. Which cells in the retina are signaled by the RGCs that a catastrophic event has occurred?

3. Are cell death signals apparent in the first 6 hrs following injury to the axon?

4. Are there nuclear events in the first 6 hrs following injury to the axon?

We used phosphoproteomics and microarrays to find early protein and gene expression changes following axonal damage that could be followed up with immunoblots, immunohistochemistry and RT-PCR. We then used our results to deduce a temporal sequence of cell to cell interactions and representative signaling events in the retina following optic nerve injury. We interpret our results to indicate that within 30 min of the axonal injury, the RGC soma has detected the axonal damage and has already signaled other cells throughout the retina. In addition, cell death pathways have been activated within 6 hrs of the axonal injury and changes in gene expression have been initiated by 6 hrs.

## Results

### Detection of phosphoproteins in the retina after optic nerve injury

We reasoned that phosphorylation of proteins would participate in initial responses; therefore, a proteomics approach was used to establish that there are phosphorylation events within the first 6 hrs following axonal injury. Database searching of the mass spectrometry data was used to identify the captured phosphoproteins (Additional file 1) and to obtain a differential, temporal spectrum of phosphoproteins. The detected phosphoproteins were further analyzed using Gene Ontology (GO) programs, GoMiner [9] and ProfCom [10] to identify "enrichment" of phosphoproteins within the context of categories of cellular pathways. Enrichment of phosphoproteins refers to detection of changes beyond expected from a random distribution. The "changed" p-values are based upon Fisher's test for significance [9]. Table 1 contains the GO categories of biological processes with respect to phosphoproteins that were significantly (p < 0.05) enriched, compared to control tissue, after axonal injury. Note that enrichment of phosphoproteins occurred in intracellular signaling, protein kinase, modulation of transcription and ion channel categories, among others.

**Table 1:** Gene Ontology Analysis of Phosphoproteins after Axonal Injury

GO ID	Total	Under	Over	Change	p-Value	Term
166	2142	7	20	27	0.0001	nucleotide binding
17076	1853	7	15	22	0.0014	purine nucleotide binding
30554	1533	6	13	19	0.0019	adenyl nucleotide binding
5524	1446	6	12	18	0.0024	ATP binding
7242	1200	5	8	13	0.0278	intracellular signaling cascade
16301	951	4	8	12	0.0118	kinase activity
5198	807	2	9	11	0.0092	structural molecule activity
16773	770	2	8	10	0.0175	phosphotransferase activity, OH acceptor
4672	669	2	7	9	0.0194	protein kinase activity
6468	673	2	6	8	0.0498	protein amino acid phosphorylation
30001	406	2	5	7	0.0113	metal ion transport
15672	321	1	5	6	0.013	monovalent inorganic cation transport
5216	353	1	5	6	0.0197	ion channel activity
15268	386	1	5	6	0.029	alpha-type channel activity
15267	407	1	5	6	0.0361	channel or pore class transporter activity
9966	443	2	4	6	0.0508	regulation of signal transduction
6813	168	1	4	5	0.0035	potassium ion transport
7017	216	3	2	5	0.0098	microtubule-based process
5261	254	1	4	5	0.0186	cation channel activity
3779	259	1	4	5	0.02	actin binding
5516	111	1	3	4	0.0045	calmodulin binding
5267	140	0	4	4	0.0101	potassium channel activity
3712	160	2	2	4	0.0158	transcription cofactor activity
5244	175	1	3	4	0.0212	voltage-gated ion channel activity

Table 2 presents a selected list of phosphoproteins that we culled from the enriched GO categories. These results demonstrate that within the first 6 hrs following axonal injury, there were changes in the phosphorylation of proteins associated with pathways involving intracellular signal transduction via MAPK-ERK-1, glutamate/Ca^2+ ^signaling, TNFα activity and transcription factors. The variety of the detected phosphoproteins indicated that signaling pathways from the plasma membrane to the nucleus become activated through phosphorylation events. We further investigated these identified pathways because of their relevance to initiation of cell death and/or regulation of cell survival.

**Table 2:** Selected phosphoproteins identified in the neural retina after axonal injury*.

**Accession Number**	**Protein**	Direction**	**Description**
**Calcium/Potassium channels and regulators**			
IPI00407939	GRIA1	Up	Glutamate receptor, ionotropic, AMPA1
IPI00467841	CALM1	Up	Calmodulin 1
IPI00118978	HCN1	Up	Hcn1 Potassium/sodium hyperpolarization-activated cyclic nucleotide-gated channel 1
IPI00409286	TRPM4	Down	Trpm4 Isoform 1 of Transient receptor potential cation channel subfamily M member 4
IPI00752412	ATP1A3	Down	ATPase, Na+/K+ transporting, alpha 3 polypeptide
IPI00132450	RGS10	Up	Regulator of G-protein signaling 10
IPI00122549	VDAC1	Up	Isoform1 of VDAC Voltage-dependent anion-selective channel 1
			
**Signal Transduction**			
**TNF-alpha pathway**			
IPI00126078	JAK1	Up	Tyrosine-protein kinase JAK1
IPI00122372	TTRAP	Up	TRAF and TNF receptor-associated protein
IPI00124590	CASP8AP2	Down	Casp8ap2 CASP8-associated protein 2
IPI00348883	CARD9	Down	Card9 Novel protein containing a caspase recruitment domain
IPI00108549	SDCCAG3	Down	Sdccag3 serologically defined colon cancer antigen 3 isoform 1
IPI00124414	DAB2IP	Down	Dab2 interacting protein (ASK-interacting protein1)
			
**MAPK-ERK-1 Pathway**			
IPI00755254	OSBP	Up	Similar to Oxysterol-binding protein 1
IPI00111234	MAGI3	Down	Magi3 Membrane-associated guanylate kinase-related MAGI-3
IPI00171977	USP8	Up	Ubiquitin carboxy-terminal hydrolase 8
IPI00170221	ARHGEF6	Up	Rac/CDC42 exhange factor (GEF) 6
			
**Nuclear Activity**			
IPI00753411	SYNE2	Up	Similar to spectrin repeat containing, nuclear envelope 2 isoform a
IPI00460716	JMJD1A	Up	Isoform 1 of JmjC domain-containing histone demethylation protein 2A
IPI00461474	SYNE1	Up	Synaptic nuclear envelope 1, full insert sequence
IPI00228557	TCF20	Up	TCF20 (transcription factor 20) – SPBP
IPI00331063	XPO4	Up	Exportin-4
IPI00751267	H2AO	Up	Similar to H2A histone family, member O
IPI00462466	SETD2	Up	SET domain containing 2-Huntington interacting protein B (Histone methyltransferase)
IPI00761953	SFRS2IP	Up	Splicing factor, serine arginine rich 2 interacting protein
IPI00750315	DCP2	Up	PREDICTED: similar to mRNA decapping enzyme 2
IPI00458583	HNRPU	Up	Heterogeneous nuclear ribonucleoprotein U
IPI00136883	PTBP1	Up	hnRNP I Heterologous nuclear ribonuclear protein I
IPI00421190	STAG2	Up	Stromal Antigen 2
IPI00119301	HES6	Up	Transcription cofactor HES6

*Listing the proteins in Table 2 was based upon the following criteria: 1) the underlying peptides were detected at least twice in the data, 2) the identified protein has known phosphorylation sites in the Phosphosite database [50], and 3) the phosphoprotein levels changed (up/down) by approximately two-fold after axonal injury.

**Direction is the up or down change in phosphopeptide level based upon the average of the 30, 60 min and 6 hrs values divided by the control value.

### Elaboration of signaling pathways detected by phosphorylation screening after optic nerve injury

#### ERK-1 signaling

Although the phosphoproteomics method did not detect phosphorylated ERK-1 (Map kinase 1), we detected the phosphorylation of regulators of ERK-1 activation (Table 2). For example, OSBP (oxysterol binding protein) regulates the activation of ERK-1 by way of binding to phosphatases that act on phosphorylated ERK-1 [11], MAGI-3 regulates activation of ERK-1 by lysophosphatidic acid (LPA) [12] and USP8, also known as UBPY, is a deubiquination enzyme that promotes degradation of the epiderminal growth factor receptor [13], which is a known activator of the ERK-1 pathway.

Therefore, we tested for the activation of ERK-1. By immunoblot, activated ERK-1 (pERK1) appeared to decrease at 30 and 60 min after optic nerve injury, but increased significantly at 6 hrs (Figure 1A–B). Immunohistochemistry showed activated ERK-1 primarily in the Muller cells of control retinas (Figure 1C). However, after optic nerve injury, the distribution of pERK-1 changed dramatically. At 30 min, pERK-1 was no longer detected in Muller cells but now appeared in the OPL and the inner layer of the IPL (Figure 1D). Immunolabeling for pERK-1 in the OPL, which contains photoreceptor synapses, was present at 30 min and persisted for at least 6 hrs after optic nerve crush (Figure 1D–F). The increased labeling in the outer plexiform layer suggests that there were signals to the photoreceptors within 30 min following optic nerve crush. There was also immunolabeling for pERK-1 in the inner stratum of the inner plexiform layer at 30 min and 6 hrs and labeling in the ganglion cell layer at 60 min. This dynamic, cellular redistribution of activated ERK-1 following optic nerve injury is striking and suggests that other cells in the retina are rapidly responding to the axonal injury of the RGCs.

**Figure 1:**
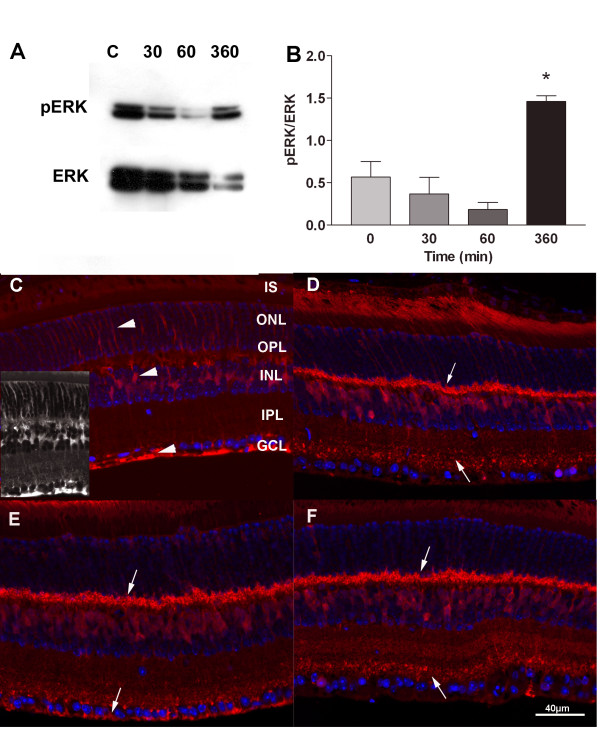
**Activation of ERK-1 (MAPK1)**. A. Western blots were probed with anti-ERK-1 (pThr202/pTyr204) antibody. There was constitutive activation prior to optic nerve crush. However, the phosphorylation ratio (pERK/ERK) increased further at 360 min although the total ERK extracted was lower. B. Graph of the data in A normalized to the total ERK-1 protein. C-F Immunohistochemistry of activated ERK-1, at 0, 30 min, 60 min, and 360 min (6 hr) after optic nerve crush, respectively. Increased labeling of cells in the OPL (down arrows) are particularly evident at 30 min as well as decreased labeling of Muller cells that extend the from the ONL to the GCL (arrowheads). Also note that there is immunolabeling for pERK-1 in the inner stratum of the inner plexiform layer at 30 min and 6 hrs (up arrows) and labeling in the ganglion cell layer at 60 min (arrowheads). The grayscale inset in C shows the staining of the Muller cell marker glutamine synthase. Red = pERK-1, Blue = DAPI.

#### Glutamate/calcium signaling

After optic nerve crush, we detected phosphorylation of calmodulin (CALM1), the ionotropic glutamate receptor-channel, GluR1 (GRIA), and other ion transport-related proteins (Table 2). These results indicated altered calcium signaling and increased activation of glutamate receptors. Phosphorylation of the GluR1 occurs on tyrosine and serine residues [14]. Using lysates and membrane fractions from whole retinas, we performed immunoblots with site specific phosphoserine antibodies to GluR1. The Ser-831 and Ser-845 sites are adjacent to a putative tyrosine phosphorylation site (Tyr-812) in the carboxyl-terminal domain of the receptor [14]. Increased phosphorylation of Ser-831 was evident at 6 hrs (Figure 2A). Phosphorylation of Ser-845 was detected in the membrane pellet fraction (Figure 2B) and was also increased at 6 hrs. Immunohistochemistry was used to localize where in the retina was phosphorylation of GluR1 occurring following optic nerve crush. As shown in Figure 2C–F, there was increased labeling of GluR1 in the ganglion cell layer by 6 hrs after axonal injury; whereas the labeling in the outer plexiform layer remained relatively constant. The increased phosphorylation of GluR1 by 6 hrs was consistent using proteomics and immunohistochemistry.

**Figure 2:**
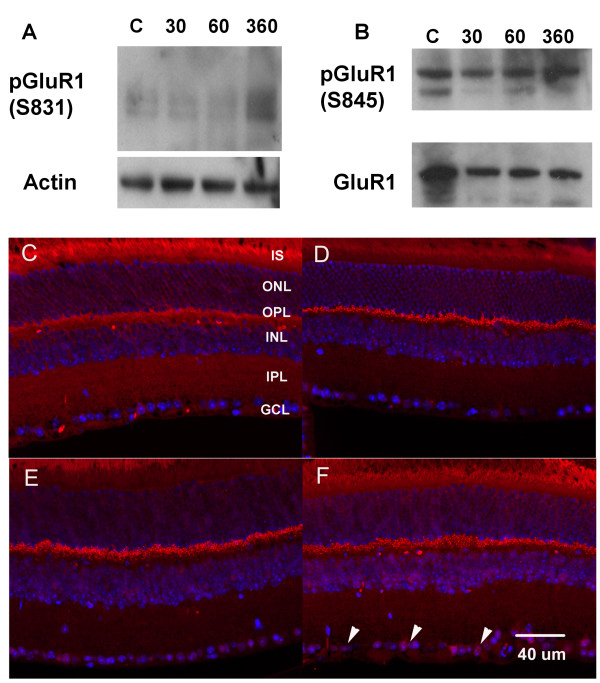
**Phosphorylation of GluR1**. A. Phosphorylation of GluR1 at Ser-831 increased at 6 hrs after optic nerve crush. B. GluR1 protein levels remained relatively constant, while phosphorylation of Ser-845 increased by 6 hrs. C-F. Immunohistochemistry of phosphorylated GluR1 (Ser-845) at 0, 0.5, 1, and 6 hrs after optic nerve crush. Increased pGluR1 is apparent in the ganglion cell layer (arrowheads) at 6 hrs after optic nerve injury. Red, = pGluR1, Blue = DAPI. IS, inner segment; ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

#### TNFα signaling

In our phosphoprotein screen, several proteins related to the TNFα pathway were detected following optic nerve crush (Table 2). Therefore, we determined in the retina the presence of the ligand and downstream protein kinases that can be activated through the TNFα pathway. As shown in Figure 3A, TNFα was detected in control retinas but TNFα levels increased markedly by 6 hrs after optic nerve injury.

**Figure 3:**
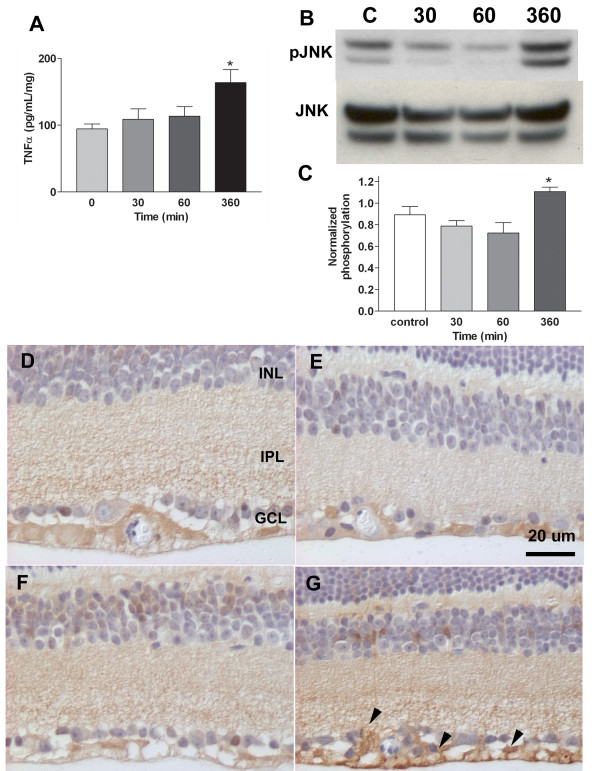
**Activation of TNFα pathways**. A. Detection of TNFα by ELISA in the neural retina. Cytokine levels were determined in three samples at each time point. The level at 6 hr was significantly higher. B-C. Detection of phosphorylated JNK in the neural retina. B. Western blots (upper image) were probed with an anti pJNK antibody. C. ELISA confirmed the change in activation of JNK at 6 hrs after optic nerve injury. Data are normalized to total protein. D-G. Immunohistochemistry of activated JNK in the neural retina. Antibodies to pJNK were used on sections at 0, 30 min, 60 min and 6 hr after optic nerve crush. Increased labeling is evident in the GCL (arrows) at 6 hr.

If the TNFα pathway was activated, two major intracellular signaling pathways may also be activated: SAPK/JNK and NFκB. The activation of SAPK/JNK over the 6 hrs time course is shown in Figure 3B–C. Consistent with the increased levels of TNFα by 6 hrs, there was a significant increase in activated SAPK/JNK by 6 hrs after optic nerve injury. By immunohistochemistry, pJNK was found throughout the inner retina under control conditions and at 30 and 60 min post optic nerve crush (Figure 3D, E and 3F). However, by 6 hrs after optic nerve injury (Figure 3G), increased activation of JNK was present within the ganglion cell layer, which includes the RGCs. Thus, the proteomics, immunoblots, ELISA and immunohistochemistry all identify activation of the TNFα pathway, most likely in the RGCs, by 6 hrs following optic nerve injury.

We assayed for the activation of NFκB by means of a specific ELISA for phospho-Ser32 on the IκB subunit of NFκB, immunoblot for phosphorylated protein and phosphorylation of the p65 subunit of NFκB. None of these assays demonstrated activation of the NFκB pathway by 6 hrs following optic nerve crush (data not shown). Other phosphoproteins related to TNFα signaling (Table 2) may be responsible for the down-regulation of NFκB (See Discussion).

#### Nuclear activity

Active transcription involves the dynamic, post-translational modification of histones and other proteins associated with chromatin, as well as transcription factors that translocate to the nucleus depending upon their phosphorylation state. Table 2 contains several transcriptional cofactors, such as TCP20, and HES6. TCP20 (also known as SPBP- streomelysin-1 platelet-derive growth factor responsive element binding protein) enhances the activity of various transcription factors, including c-Jun [15]. HES6 is a basic helix-loop-helix transcription factor that promotes neuronal differentiation [16] but inhibits astrogenic differentiation [17]. HES6 is phosphorylated by ERK-1 which is necessary for its anti-astrogenic activity [17].

In our survey for nuclear phosphoproteins based on mass spectrometry, we also found that H2A, JMJD1A (a histone demethylase) and SETD2 (a histone methylase) were phosphorylated within 6 hrs after optic nerve injury. Using an antibody to phosphorylated H2A (pSer139), we confirmed the phosphorylation state of this histone in the neural retina following optic nerve injury. Western blotting indicated that H2A is phosphorylated and that the level of phosphorylation increased during the 6 hrs after optic nerve injury (Figure 4A). The phosphorylation of H2A may be related to chromatin remodeling [18,19] and is also a feature of the initiation of apoptosis [20,21].

**Figure 4:**
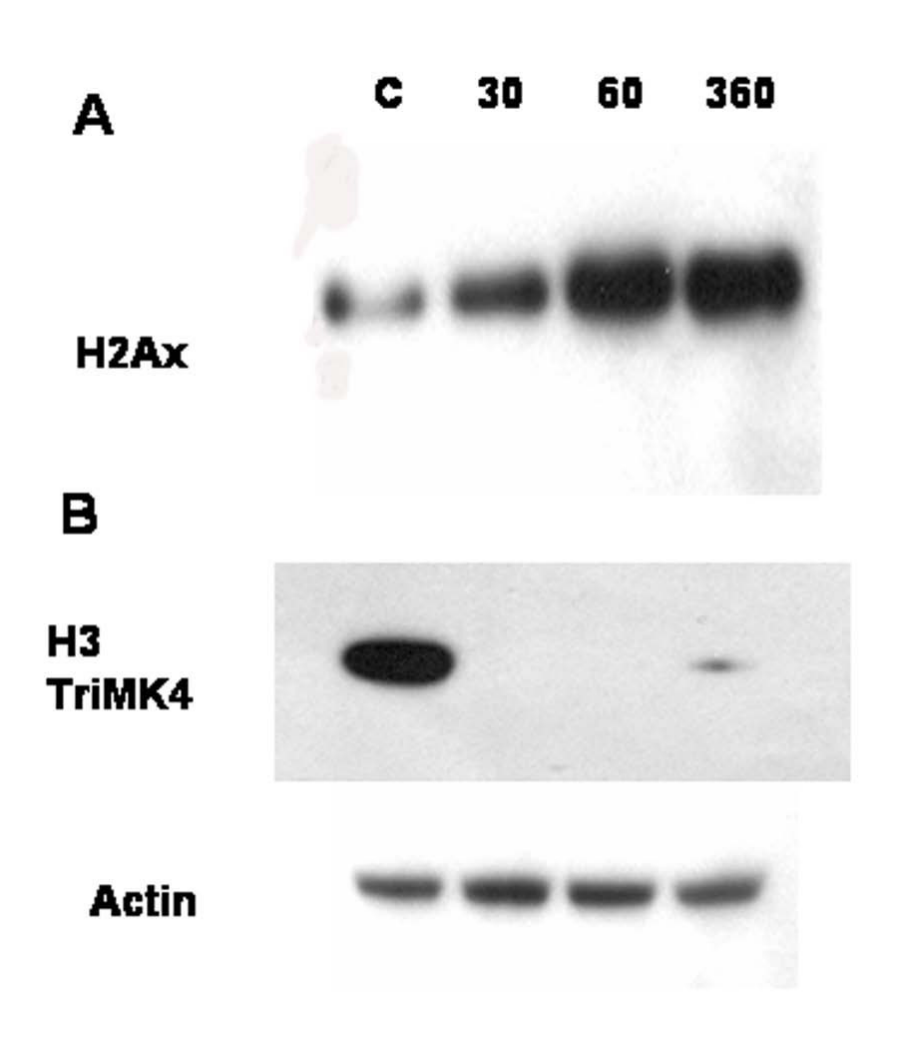
**Histone phosphorylation and methylation**. Western blots probed with A. antiphospho-H2A (Ser-139) and B. trimethyl-K4 H3 histone. Phosphorylation of H2A increased while methylation of histone H3 (at lysine-4) decreased after optic nerve injury. The demethylation of H3 persisted for several hours and started to recover at 6 hr post injury. Actin served as a loading control in these experiments.

Because we detected phosphorylation of two proteins involved in histone methlation/demethylation (JMJD1A and SETD2 in Table 2), we further investigated selected histone H3 methylation sites. To detect changes in histone methylation, we used an antibody directed towards histone H3 di and tri-methylated at K4. Trimethylation at this site is associated with the active transcription of a number of genes [22]. As shown in Figure 4B, H3-K4 trimethylation is constitutive, but decreases abruptly by 30 min, and recovers slightly at 6 hrs after optic nerve crush. H3-K4 dimethylation also decreased with time after injury (data not shown). Thus, the increase in H2A phosphorylation and changes in histone H3 methylation may be linked to decreased transcription of certain genes within 6 hrs following optic nerve crush.

### Differential gene expression in the ganglion cell layer post retinal injury

To examine the early changes in gene expression within the ganglion cell layer after optic nerve crush, we performed laser capture microdissection on retinal tissue sections to extract material from the ganglion cell layer. This layer contains RGCs as well as astrocytes, displaced amacrine cells, microglia, vascular endothelia and the processes from Muller cells. Thus, laser capture microscopy enriched our sample for RGCs compared to having used full thickness retina. mRNA was prepared from ganglion cell layer samples obtained from retina sections of eyes with optic nerve crush and compared to ganglion cell layer samples from control retina sections. 

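Gene expression was measured on 6 microarrays, 3 from control eyes (the uninjured contralateral eyes) and 3 from eyes taken 6 hrs after crush. About 6000 cells were captured per eye, and 8 μg of amplified RNA was hybridized to each array. The values are linear signal intensities per probe set, which the authors calculated with the PM/MM model and normalized with an invariant set across arrays. Intensities under 16 were set to 16, values were taken to log2, and the 33169 probe sets with a mean intensity of at least 40 were tested with limma, with the eye number as a block that pairs each crushed eye with its control. Lists of genes for cell types and pathways were fixed before the data were examined and tested with camera, limma's test of a list against all other tested genes. Camera's adjusted p covers 31 such lists and uses a preset correlation of 0.01, and 9 lists passed an adjusted p under 0.05, of which 0 passed with an estimated correlation and 0 with fry. Genes are given with their adjusted p, and a nominally significant difference is one with an unadjusted p under 0.05 from limma, of which there were 2546, all with an adjusted p of 0.642, where chance alone gives 1658. Median intensity per array ranged from 131.2 to 153.9. The array of crush eye 2 stood apart on the first principal component, which held 44.2% of the variance, and that of crush eye 3 on the next, with 27.8%. On the array of crush eye 2, 1331 probe sets were lower than on each of the other arrays by over 1 on the log2 scale, against 4 to 57 on any other array. On the array of crush eye 3, 255 probe sets were higher than on each of the others by that margin, against 2 to 27 elsewhere. The number of arrays limits the precision of every value.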

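Over the 3 pairs, 9 of 22 measured markers of RGCs were higher after crush and 13 lower on average, and the direction differed between pairs. In pair 1 their median log2 difference was 0.236 and 0 of 22 were lower, while in pair 2 it was -0.211 with 16 lower and in pair 3 -0.169 with 17 lower. Tubb3, a tubulin of neurons, had an intensity of 1082 ± 250 after crush and 862 ± 116 in controls (SD, n = 3 eyes each), a log2 fold change of 0.31, and of 0.12 without pair 2 and 0.62 without pair 3. Eomes, a transcription factor of a subset of RGCs, was at 2322 ± 309 and 1965 ± 285 (SD, n = 3 eyes each), and both genes were lower in pair 3. Pou4f3 and the brightest probe set of Ebf1 were lower on average, with log2 fold changes of -0.44 and -0.75, and without pair 3 Ebf1 had 0.03. For Pou4f3 the log2 difference was 0.259 in pair 1, -1.14 in pair 2 and -0.435 in pair 3. None of the RGC markers passed an unadjusted p under 0.05 from limma, and the list was not past the threshold (adjusted p = 0.862 from camera). Muller cell markers fell as a group, with 18 of 20 lower after crush and a median log2 fold change of -0.20 (adjusted p = 0.00271 from camera). With an estimated correlation this call was lost (adjusted p = 0.799), although the estimate of 0.00893 was not above the preset 0.01. Aqp4, the water channel of Muller cells and astrocytes, had a log2 fold change of -0.36 (nominally significant, adjusted p = 0.642 from limma) and was the only Muller cell marker past that threshold, with 0 when adjusted over the list alone. Bipolar cell markers also fell as a group, with 10 of 11 lower and a median of -0.33 (adjusted p = 0.00664 from camera, and adjusted p = 0.799 with an estimated correlation). Cabp5, a calcium binding protein of bipolar cells, had a log2 fold change of -0.66 (nominally significant), Gng13 of -0.49 (nominally significant) and Lhx4 of -0.44 (nominally significant), and 0 of the list passed when adjusted over the list alone. Amacrine cell markers fell with 15 of 17 lower, a median of -0.15 and an adjusted p of 0.0285 from camera (adjusted p = 0.968 with an estimated correlation), although 0 genes of the list passed an unadjusted p under 0.05 from limma. Their median was -0.0665 in pair 1 and -0.349 in pair 2. In pair 3 it was 0.04 with 7 of 17 lower, so the fall was not seen in that pair. Rod markers rose as a group, with 13 of 14 higher and a median of 0.26 (adjusted p = 0.00814 from camera, and adjusted p = 0.968 with an estimated correlation), and 0 of them passed an unadjusted p under 0.05 from limma. The median of rod markers was -0.18 in pair 1, 0.18 in pair 2 and 0.73 in pair 3, so that the group's rise was in part of the eyes, and without pair 3, with a floor of 64 or with no intensity filter the list was not past the threshold. In pair 1 all 14 rod and all 10 cone markers were lower. Muller cell markers had medians of -0.24, -0.22 and -0.18 in the same pairs, although without pair 1 their list was no longer past the threshold either, nor was that of amacrine cells without pair 1 or pair 2 or after quantile normalization. Gfap, the intermediate filament of astrocytes and of reactive Muller cells, was at 719 ± 107 after crush and 403 ± 90.9 in controls (SD, n = 3 eyes each). Among 11 astrocyte markers Gfap and Pdgfra were higher and Sox8 and Aqp4 lower at an unadjusted p under 0.05 from limma, with 1 higher and 1 lower when adjusted over the list alone, and the list as a whole had an adjusted p of 0.781. Other lists were not past the threshold, with adjusted p from camera of 0.967 for microglia, 0.587 for endothelial cells, 0.946 for pericytes and smooth muscle, 0.781 for horizontal cells, 0.176 for cones, 0.214 for the retinal pigment epithelium and ciliary body and 0.205 for lens crystallins. Of the erythrocyte genes 2 were measured, too few for the test.

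**Figure D1:**
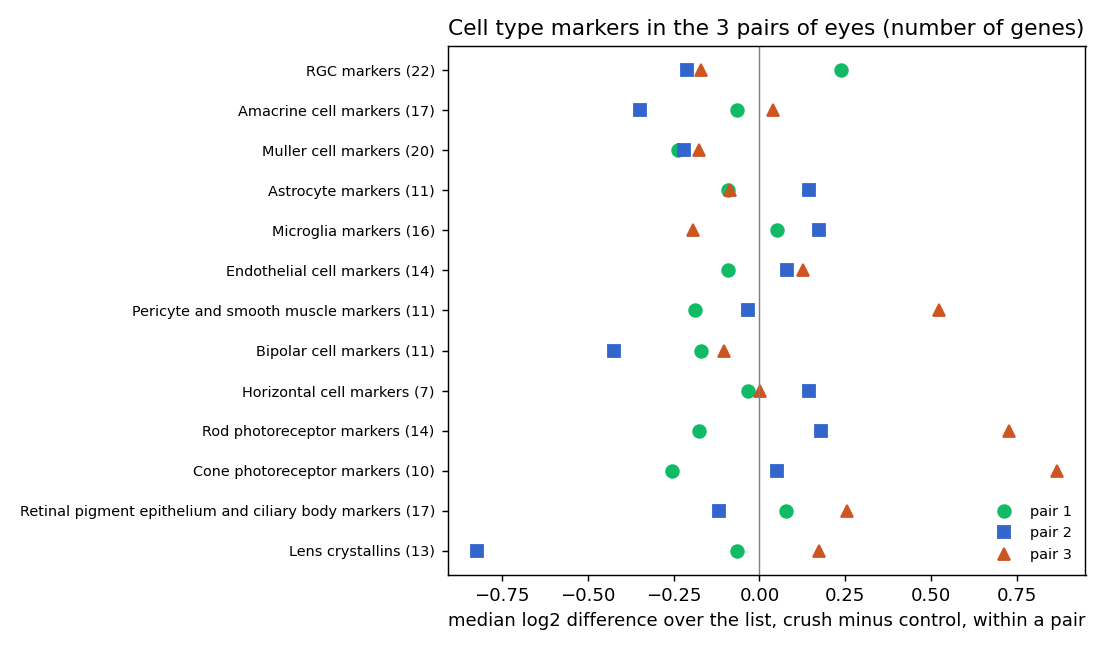
Median log2 difference between the crushed and the control eye of each pair over the markers of each cell type, with the number of genes in parentheses. Each symbol is a pair of eyes, and the line marks no difference. Muller cell and bipolar cell medians lie below 0 in all 3 pairs, and rod and cone medians are highest in pair 3.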

Samples were subjected to linear amplification and processing, followed by hybridization to a mouse microarray (Affymetrix Mu430 V2). 

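Among the probe sets that met the study's thresholds and moved the same way in all 3 pairs, the largest rise at 6 hrs after crush was that of Ttr, which encodes the thyroid hormone carrier transthyretin. Its intensity was 3071 ± 2219 in crushed eyes and 453 ± 186 in control eyes (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.20, nominally significant, adjusted p = 0.642 from limma). Of 4 probe sets for Ttr, 3 were higher and the other had a log2 fold change of -0.02. Guca1b, a photoreceptor protein that activates guanylate cyclase, had a log2 fold change of 1.97 (standard error 0.37, nominally significant, adjusted p = 0.642 from the same test). A dim probe set of Hmgcs1, an enzyme of sterol synthesis, was higher by 2.46, while the other 4 probe sets of this gene lay between -0.13 and 0.10. Among the lower genes, Ovol2 (a zinc finger transcription factor) had a log2 fold change of -1.16 (nominally significant), Asb15 of -1.14 (nominally significant) and Kif1c, a kinesin motor, of -1.20 (nominally significant, with 1 of its other probe sets in the opposite direction). Tfap2c, a transcription factor of the AP-2 family, had -1.48 (nominally significant) and -0.46 on another probe set, while its brightest had -0.08. Of the same ranking Fcmr had -1.49, Pus3 -1.15, Nxf2 -1.09, Phospho2 -1.08 and Rrm1 -1.02. Without pair 2 Pus3 had -0.48 (not nominally significant) and Nxf2 -0.58, and without pair 3 Rrm1 had -0.61 (not nominally significant), while other probe sets of Pus3, Phospho2 and Rrm1 had 0.32, 0.71 and 0.07. The lens crystallin Crygs had the lowest value of this ranking, at -1.83, but its intensity was 1197 ± 1760 in control eyes (SD, n = 3) and its fall was largest in pair 2, where the array of crush eye 2 stood apart, with a log2 fold change of -0.71 without that pair. Of 24 genes known to respond to axon injury, 3 were higher at an unadjusted p under 0.05 from limma (Bbc3, Trib3 and Klf6), 0 were lower and 0 passed when adjusted over the list alone, and the list had an adjusted p of 0.0729 from camera. Without pair 3 the log2 fold change of Trib3 was 0.35 and not nominally significant, against 0.55 with all pairs. At the study's thresholds for fold and intensity difference and an unadjusted p under 0.05 from limma, 1036 probe sets changed, 856 higher and 180 lower, and they include 642 named genes. After quantile normalization 719 were higher and 452 lower, and with each array scaled to the same median 901 and 309. Without pair 3 the count was 505, with 268 higher and 237 lower, and without pair 2 it was 612. No probe set passed a Benjamini-Hochberg adjusted p under 0.05 with limma or with the methods' t-test, although 1 did with an intensity trend and a robust prior in limma, a probe set of Ttr.

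**Figure D2:**
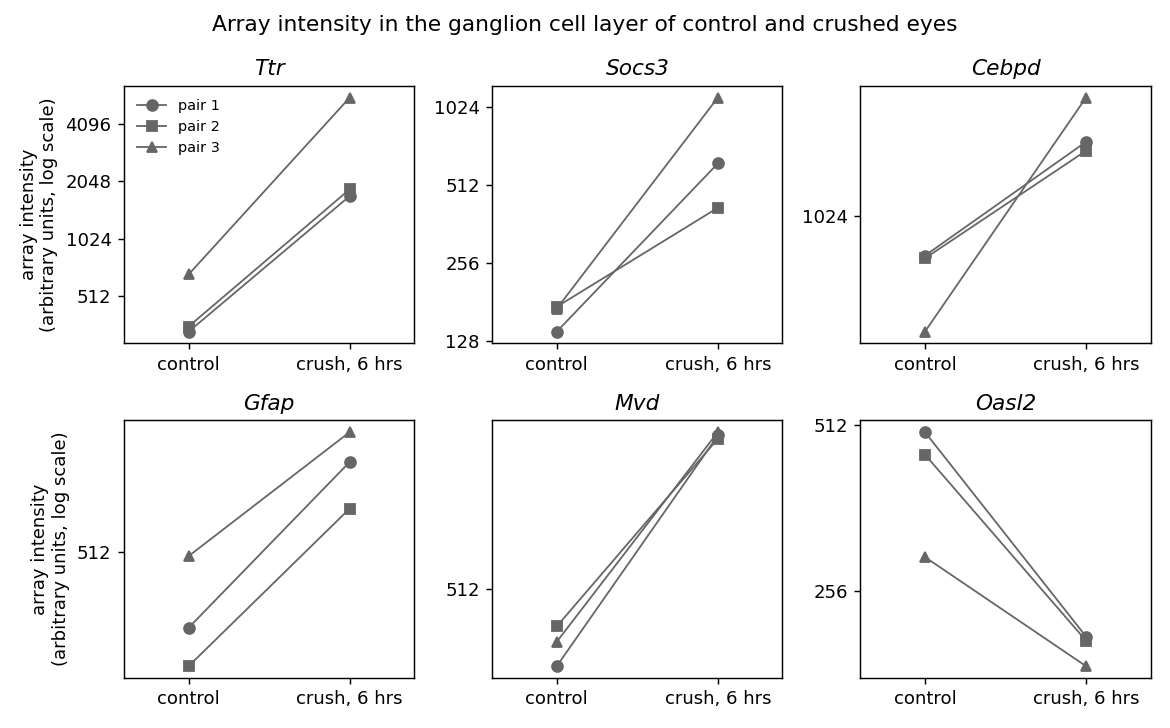
Array intensity, in arbitrary units on a log scale, of 6 genes in control eyes and in eyes 6 hrs after crush. Lines join the eyes of a pair. Ttr, Socs3, Cebpd, Gfap and Mvd are higher and Oasl2 is lower in the crushed eye of all 3 pairs.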

A list of 220 differentially expressed genes was obtained after filtering for a minimum 1.2- fold change and p < 0.05 (Additional file 2). Changes in selected genes were verified using qRT-PCR. We used gene ontology analysis (GoMiner and ProfCom) to analyze changes in gene expression with regard to cellular signaling.

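Of the genes listed under transcription in Table S3, 24 were measured here, each by its brightest probe set, and 19 of them were higher after crush. The genes past an unadjusted p under 0.05 from limma were Cc2d1a (log2 fold change 0.51), Naa15 (0.45), Sirt7 (0.37) and Klf6 (0.36), all higher, and 0 passed when adjusted over the list alone. Apart from Klf6, these were named after their values had been seen. The list had an adjusted p of 0.00312 from camera (adjusted p = 0.215 with an estimated correlation), but it was chosen on these samples and is not independent evidence of its direction. Immediate early genes, which encode fast-acting transcription factors and regulators, rose as a group, with 21 of 29 higher and a median log2 fold change of 0.09 (adjusted p = 0.0337 from camera, and adjusted p = 0.968 with an estimated correlation). The stress sensor Gadd45b was at 580 ± 158 after crush and 327 ± 31.4 in control eyes (SD, n = 3 each), a log2 fold change of 0.80. Junb, a member of the AP-1 family, had a log2 fold change of 0.63 (nominally significant, adjusted p = 0.642 from limma), and Fos had one of 0.55 (not nominally significant). Without pair 3 these were 0.39 and 0.25, neither nominally significant. Of the immediate early genes 3 were higher and 0 lower at an unadjusted p under 0.05 from limma, and 0 passed when adjusted over the list alone. In pair 2 the median was -0.0647, with 17 of 29 lower. Without pair 1 or pair 3, with a floor of 64 or with no intensity filter the list was not past the threshold, nor with the genes that the study lists (here Klf6) left out of every list, a setting chosen after seeing the data (adjusted p = 0.0843).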

In the gene ontology analysis, expression of genes involved in transcription and transcriptional regulation were one of the most significant with 31 differentially expressed genes (p = 0.01, Additional file 3). The increase in nuclear gene phosphorylation that we found with phosphoproteomics apparently leads to alterations in transcriptional activity. Another category containing significantly altered gene expression was phosphorylation with 16 differentially expressed genes (p = 0.0035, Additional file 3). 

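Of 15 measured genes from this category, 4 were higher and 1 lower after crush at an unadjusted p under 0.05 from limma, and 2 were higher when adjusted over the list alone. Mvd, which encodes mevalonate diphosphate decarboxylase of sterol synthesis, was at 945 ± 12.5 after crush and 411 ± 32.6 in control eyes (SD, n = 3 each), a log2 fold change of 1.20 (standard error 0.14, nominally significant, adjusted p = 0.642 from limma), although its other probe set, with a mean of 65.7 in control eyes, had a log2 fold change of -1.11 that was nominally significant too. The others were Socs3, Mast2 and Pdgfra, which were higher, and Strada, an activator of the kinase Lkb1, with a log2 fold change of -0.37 (nominally significant), named after its value had been seen. The brightest probe set of Rps6ka6, a ribosomal S6 kinase, had a log2 fold change of -0.24 (adjusted p = 0.869). The list had an adjusted p of 0.0567 from camera, and since it was chosen on these samples it is not independent evidence.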

Table 3 contains a curated list of genes we found in these GO categories grouped with respect to functions in signal transduction, Ca^2+ ^homeostasis and cell death.

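Of the Table 3 genes, 22 were measured here, and 7 were higher and 4 lower at an unadjusted p under 0.05 from limma, 9 of them also meeting the study's other thresholds. In the signal transduction group 5 of 8 were higher, in the group for Ca2+ 0 of 4 were higher and 1 was lower, and in the cell death group 2 of 10 were higher and 3 lower. The scaffold Akap9, which anchors protein kinase A, had a log2 fold change of 0.24 (standard error 0.14, adjusted p = 0.67 from limma) on the probe set of Table 3. Another dim probe set of this gene had -0.61 (nominally significant), lower in all 3 pairs. Its remaining probe sets, all brighter, had 0.18, 0.24, 0.15 and 0.30, none nominally significant but each higher in all 3 pairs. Zmynd8 (Prkcbp1), a chromatin reader, was at 4112 over all arrays on its brightest probe set with a fold of 1.00, while its 4 dimmer probe sets had folds of 1.36, 1.72, 1.26 and 2.69, the first and the last nominally significant. The lists were tested on the brightest probe set of each gene, not that of Table 3, and there 4 of 4 genes of the group for Ca2+ were above 0 and the direction was up (adjusted p = 0.0106 from camera). On those probe sets the signal transduction list was higher (adjusted p = 0.00063, and adjusted p = 0.215 for both lists with an estimated correlation), and the cell death list had an adjusted p of 0.293. All 3 lists were chosen on these samples and are not independent evidence. Bax and Gcm2 were not analysed here, because no probe set used here carries either symbol alone.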

**Table 3:** Differential expression of selected genes in the ganglion cell layer 6 hrs after optic nerve injury

			Genbank	Fold	
Group	Gene Symbol	Description	Accession	Change	p-value
**Signal transduction**					
	Socs3	Suppressor of cytokine signaling 3	BB241535	3.33	0.0018
	Gsk3b	Glycogen synthase kinase 3 beta	BG063622	1.39	0.0454
	Akap9	A kinase (PRKA) anchor protein 9	BB109183	1.59	0.0165
	Pdgfra	Platelet derived growth factor receptor -alpha	AW537708	1.50	0.0325
	IL20rb	Interleukin 20 receptor beta	BE852308	1.84	0.0371
	Prkcbp1	Protein Kinase C binding protein 1	AK014397	1.36	0.0417
	Mast2	Microtubule associated serine/threonine kinase 2	NM_008641	1.30	0.0319
	Map3k10	Mitogen activated protein kinase kinase kinase 10	AI851771	-1.48	0.0363
					
**Calcium tansport/homeostasis**					
	Camk2a	Calcium/calmodulin-dependent protein kinase II alpha	AW490258	1.32	0.0245
	Cacng2	Calcium channel, voltage-dependent, gamma subunit 2	BB342913	1.26	0.0298
	Itpr2	Inositol 1,4,5-triphosphate receptor 5	BC013815	-1.44	0.0102
	Trpc2	Transient receptor potential cation channel, subfamily C, member 2	BC003841	1.24	0.0318
	Gcm2	Glial cells missing homolog 2	AF081556	1.37	0.0224
					
**Cell Death**					
	Bax	Bcl2-associated × protein	BC018228	1.32	0.0275
	Faim3	Fas apoptotic inhibitory molecule 3	AK007714	-2.48	0.0118
	Atf2	Activating transcription factor 2	BM119623	1.25	0.0489
	Ercc1	Excision repair cross-complementing rodent repair deficiency1	AW538163	-1.27	0.0155
	Foxp1	Forkhead box P1	BM220880	1.27	0.0285
	Nfatc4	Nuclear factor of activated T-cells, calcineurin-dependent 4	AV166177	-1.65	0.0387
	Rasa1	RAS p21 protein activator	AA124924	1.23	0.0390
	Rtn4	Reticulon 4	BE988775	1.31	0.0187
	Ski	v-Ski sarcoma viral oncogene homolog	AV381512	1.33	0.0371
	Smad5	SMAD, mothers against DPP homolog 5	U77638	-1.7	0.0250
	Aifm3	Apoptosis inducing factor, mitochondrion-associated 3	BF320633	1.31	0.0221

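Genes that STAT3 is known to induce rose as a group, with 14 of 18 higher and a median log2 fold change of 0.28 (adjusted p = 0.00271 from camera, and adjusted p = 0.799 with an estimated correlation). Cebpd, a transcription factor of the acute phase response, was at 1563 ± 222 after crush and 756 ± 147 in control eyes (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.22, nominally significant, adjusted p = 0.642 from limma). Gfap had a log2 fold change of 0.85 (nominally significant) and Cebpb of 0.50 (nominally significant). Other probe sets had 0.48 and -0.25 for Gfap and -0.21 for Cebpb, none nominally significant. In this list 5 genes were higher and 0 lower at an unadjusted p under 0.05 from limma, and 3 were higher when adjusted over the list alone. Socs3 and Gfap are also in Table S2, chosen on these samples, and with such genes left out of every list, a setting chosen after seeing the data, 12 of 16 were above 0 and the list was not past the threshold (adjusted p = 0.0526 from camera). The receptors of the IL-6 family and the JAK-STAT genes did not move together, with 5 of 12 higher on average, 7 lower, 0 past an unadjusted p under 0.05 from limma and an adjusted p of 0.781 from camera. Il20rb, a receptor chain for interleukin 20 family cytokines, had a log2 fold change of 0.92 (standard error 0.17, nominally significant). Pdgfra, a receptor for platelet derived growth factor, was at 1160 ± 256 after crush and 870 ± 108 in control eyes (SD, n = 3 each), a log2 fold change of 0.40. Gsk3b, a kinase that acts in growth factor signaling, was higher by 0.48 (nominally significant) on the probe set of Table 3, while its brightest probe set had -0.16 (adjusted p = 0.807).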

We also found that expression of genes related to cytokine/growth factor signaling was altered at 6 hrs post injury. Socs3 and Atf2 were upregulated and Map3K10 was downregulated (Table 3). 

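Socs3, an inhibitor of cytokine signaling through JAK and STAT proteins, was at 719 ± 358 after crush and 161 ± 19.1 in control eyes (SD, n = 3 each). This is a log2 fold change of 2.04 (standard error 0.29, nominally significant, adjusted p = 0.642 from limma), and another probe set gave 2.07, while the remaining probe set had 0.19 (adjusted p = 0.771). Atf2 was measured by 3 probe sets that share the accession of Table 3, of which the brightest had a fold of 1.01 (adjusted p = 0.979), another -1.03 and the dimmest 1.25 (not nominally significant). The probe set of Map3k10 given in Table 3 had a fold of -1.34 (log2 fold change -0.43, not nominally significant), at a mean intensity of 74.0, and the brightest probe set of this gene had a log2 fold change of 0.07. Of 24 measured genes of the TNF and JNK pathway, 1 was higher (Mast2) and 1 lower (Entr1, also known as Sdccag3) at an unadjusted p under 0.05 from limma, with 0 in either direction when adjusted over the list alone. Without pair 2 the log2 fold change of Entr1 was -0.39 and not nominally significant, against -0.85 with all pairs. The list was not past the threshold (adjusted p = 0.401 from camera).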

Atf2 is a transcription activator downstream of JNK, while Map3K10 is an activating kinase upstream of JNK. Consistent with the microarray results, qRT-PCR data confirmed the upregulation of Socs3 (4.4-fold). 

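Aifm3, a flavoprotein related to apoptosis inducing factor, was at 1174 ± 249 after crush and 897 ± 206 in control eyes (SD, n = 3 each). Its log2 fold change was 0.39 (standard error 0.13, nominally significant, adjusted p = 0.642 from limma), and it was higher in the crushed eye of all 3 pairs. Other pro-apoptotic genes that were higher are Bak1, a pore-forming member of the Bcl-2 family, with a log2 fold change of 0.84 (nominally significant, and 0.50 without pair 2), and Bbc3 (Puma), with 0.61 (nominally significant). Bmf, another pro-apoptotic member of the family, had 0.61 (not nominally significant), with -0.0913 in pair 1, 0.841 in pair 2 and 1.07 in pair 3. The other probe set of Bmf was higher and nominally significant. Of 20 measured pro-apoptotic genes 3 were higher and 0 lower at an unadjusted p under 0.05 from limma, 0 passed when adjusted over the list alone, and the list was not past the threshold (adjusted p = 0.201 from camera). Without the pairing of eyes, or with any pair left out, the difference in Aifm3 was not nominally significant, although the fold without a pair, 1.29 to 1.32, was close to that with all pairs and only the number of samples fell.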

Several differentially expressed genes at 6 hrs post injury were associated with regulation of cell death pathways: Aifm3 and Bax are directly associated with mitochrondria permeability channels that, when opened, leads to apoptosis. We confirmed the upregulation of Bax expression (1.6-fold) using qRT-PCR.

Using immunohistochemistry, we investigated which cell types are differentially expressing SOCS3 and BAX proteins at 6 hrs after optic nerve injury. As seen in Fig. 5A–B, SOCS3 appears to be present throughout the retina but is increased at 6 hrs, particularly in the Muller cells. Similarly, BAX increased at 6 hrs, particularly in the ganglion cell layer (Fig. 5C–D). Thus, the immunohistochemistry demonstrating proteins was consistent with the mRNA expression data. 

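Fcmr (Faim3), a receptor named for its inhibition of Fas-induced apoptosis, was at 97.0 ± 57.3 after crush and 242 ± 33.4 in control eyes (SD, n = 3 each), a log2 fold change of -1.49 (standard error 0.30, nominally significant, adjusted p = 0.642 from limma). Rasa1, a negative regulator of Ras, had a fold of 1.13 on its brightest probe set (adjusted p = 0.731) and of 1.23 on another (not nominally significant). Ercc1, a DNA repair endonuclease subunit, was not tested on the probe set of Table 3, whose mean intensity of 8.52 lies under the floor, and its other 3 probe sets had folds of -1.15, 1.08 and -1.37 with adjusted p of 0.728, 0.803 and 0.693.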

Expression of other cell death genes was also apparent at 6 hrs (Table 3). Consistent with the lack of activation of the NFkB pathway, we did not observe upregulation of the anti-apoptotic factor Bcl-2 or caspase inhibitors [23]. Thus, changes associated with the initiation of programmed cell death may already have started in RGCs within 6 hrs after optic nerve injury.

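Bcl2 was at 1854 ± 250 after crush and 1655 ± 216 in control eyes (SD, n = 3 each), a log2 fold change of 0.16 (standard error 0.19, adjusted p = 0.804 from limma). Its log2 difference was -0.0905 in pair 1, -0.00132 in pair 2 and 0.584 in pair 3, so the positive value rests on pair 3. Of 5 measured anti-apoptotic members of the family, 0 passed an unadjusted p under 0.05 from limma, with Bcl2l10 at 0.41 (not nominally significant), Mcl1 at -0.10 and Bcl2l1 at -0.01, and the list had an adjusted p of 0.781 from camera. Of 6 caspase inhibitors 0 passed an unadjusted p under 0.05 from limma, with Cflar, an inhibitor of caspase-8 activation, at -0.37 (not nominally significant), Xiap at 0.11 and Birc2 at -0.20, and the list had an adjusted p of 0.352. The list takes the brightest probe set of each gene, and for Birc6, which inhibits caspases, this had 0.12, while 3 of its other 4 probe sets were higher, all dimmer and nominally significant, at 0.71, 0.86 and 0.68. Among 19 targets of NFκB 13 were lower on average, 0 passed an unadjusted p under 0.05 from limma, and the list had an adjusted p of 0.862. Icam1 had a log2 fold change of 0.37 (not nominally significant) and Tnfaip3 one of 0.37 (adjusted p = 0.692). In pairs 1, 2 and 3 the log2 difference was 0.637, 0.268 and 0.212 for Icam1 and -0.164, 0.285 and 1 for Tnfaip3. With 3 eyes per group a p that misses the threshold does not show that these genes were unchanged. The paper reports changes in cell death genes, with Bax, not analysed here, raised by qRT-PCR and by labeling in the ganglion cell layer. It also found no activation of NFκB and observed no upregulation of Bcl-2 or caspase inhibitors. From these results the paper proposes that changes tied to the start of programmed cell death may already have begun in RGCs by this time.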

**Figure 5:**
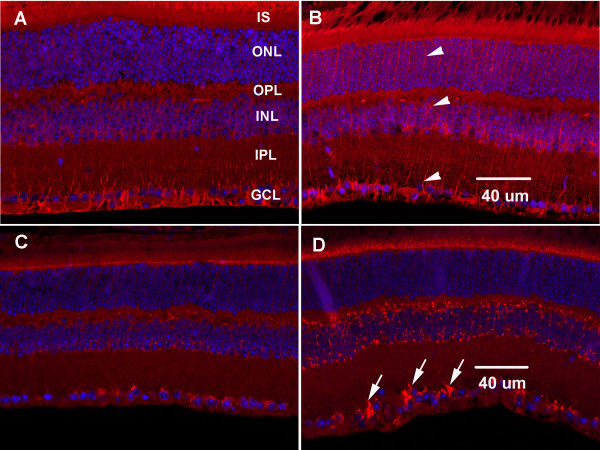
**Immunohistochemistry of differentially expressed proteins**. A-B: Expression of SOCS3 and C-D: BAX in the control and 6 hrs after optic nerve crush. SOCS3 was expressed throughout the retina and appeared increased in Muller cells (arrowheads) after optic nerve injury. Increased BAX labeling after optic nerve injury was particularly evident in the ganglion cell layer (arrows), consistent with pending programmed cell death of RGCs. Red = target antibody, Blue = DAPI.

## Discussion

We used a multidisciplinary approach to investigate the temporal, intercellular and intracellular signaling that immediately follow optic nerve injury. Our hypothesis was that there are cellular events in different cells in the retina very early after optic nerve injury. Our intent was not to investigate all pathways or any one pathway in-depth, but to find multiple signaling pathways, that would be representative of sequential changes. Our data provide a temporal, sequential framework of early events within the first 6 hrs after optic nerve injury. Previous studies have investigated changes in selected protein phosphorylation [1] or gene expression [2,3] at one day to several weeks after optic nerve injury. Thus, our data provides the first observation of responses in the neural retina as early as 30 min after axonal injury.

As answers to the questions that were raised in the Introduction of this paper, we believe that:

1. The soma of the RGC "senses" that its axon has been injured within 30 min. This interpretation of our data is based on the dramatic de-activation of the phosphorylation state of ERK1 in the Muller cells within 30 min. Muller cells and astrocytes express activated ERK-1 in the retina, and these cells express higher levels in retinas from glaucomatous donors [24]. Muller cells wrap around the somas of RGCs and have many points of contact. We hypothesize that within 30 min, the somas of the RGCs signal the Muller cells, which lead to loss of the activation/phosphorylation state of ERK1 in the Muller cells. If there are changes in Muller cell activity by 30 min post axonal injury, the likely source of the signals to affect these changes is the somas of the RGCs with damaged axons. Thus, the somas of the RGCs have presumably "sensed" that a cellular event has occurred.

2. The somas of the RGCs probably signal that a catastrophic event has occurred to many neurons and glia in the retina within 30 min. Surprisingly, 30 min after acute injury, when Muller cells have lost ERK-1 activation/phosphorylation, ERK-1 activation/phosphorylation simultaneously appears in the outer plexiform layer, the location of the photoreceptor synapses, in the inner nuclear layer and in the inner plexiform layer.

3. Cell death signals are apparent within 6 hrs following injury to the RGC axon. These death signals include: an increase in TNFα production and changes in phosphorylation of related TNFα pathway proteins (CASP8AP2 (Flash), TTRAP, SDCCAG3, JNK, CARD9, and DAP2IP). DABIP2 (AIP1) [25,26] is directly involved in signaling from the TNFα receptors to activate JNK, while SDCCAG3 is involved in receptor trafficking [27]. These signals may not be sufficient to induce cell death at 6 hrs but may be part of the early events that lead to programmed cell death. The lack of activation of the NFκB survival pathway is consistent with changes in the phosphorylation of other TNFα pathway components, (eg TTRAP, CARD9, CASP8AP2) that can negatively regulate NFκB activation [28-30]. Finally, protein kinase MAST2, which is upregulated 6 hrs post optic nerve crush (Table 3), interacts with TRAF6 in the TNFα pathway so as to decrease activation of NFκB [31].

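Mast2 was at 536 ± 32.7 after crush and 417 ± 25.5 in control eyes (SD, n = 3 each). This is a fold of 1.29 and a log2 fold change of 0.36 (standard error 0.13, nominally significant, adjusted p = 0.642 from limma), and another probe set of Mast2 had a log2 fold change of 0.95 (nominally significant). After quantile normalization, or with any pair left out, the difference on the first of these probe sets was not nominally significant, with a fold of 1.24 after quantile normalization and of 1.28 to 1.29 on fewer samples.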

4. There are nuclear events causing new protein synthesis within 6 hrs following injury to the RGC axon. Two new proteins, for example, BAX and AIFM3, are associated with the initation of programmed cell death; whereas, another, RTN4, sequesters the antiapoptotic BCL-2 protein [32]. 

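The probe set of Rtn4 given in Table 3 had a fold of 1.21 and a log2 fold change of 0.26 (standard error 0.14, adjusted p = 0.656 from limma), higher in all 3 pairs. The brightest probe set of Rtn4, a protein of the endoplasmic reticulum, had a log2 fold change of -0.11 (adjusted p = 0.824), and the other 3 lay between -0.05 and 0.42.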

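Ski, a corepressor of Smad proteins, was higher on the probe set of Table 3 with a log2 fold change of 0.48 (standard error 0.15, nominally significant, adjusted p = 0.642 from limma). Foxp1 was measured by 3 probe sets that share the accession of Table 3, with folds of 1.04, 1.03 and 1.27, of which the last was nominally significant (adjusted p of 0.959, 0.984 and 0.642). Smad5, a transducer of bone morphogenetic protein signals, was lower with a log2 fold change of -0.80 (nominally significant), although its brightest probe set had -0.11 (adjusted p = 0.838). Nfatc4, a transcription factor activated through calcineurin, was lower with a log2 fold change of -1.33 (standard error 0.49, nominally significant) on a probe set with a mean intensity of 93.6, and its brightest probe set had 0.10 (adjusted p = 0.901). On the array of crush eye 2 the former was at 9.2, under the floor, and without pair 2 the log2 fold change of Nfatc4 was -0.57. Without the pairing, with a floor of 1 or with no intensity filter it was not nominally significant.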

The decrease in histone methylation (Figure 5) and the upregulation of transcription factors (Table 3) at 6 hrs after optic nerve crush are consistent with changes in transcriptional activity. Furthermore, phosphorylation of H2A at Ser-139 is associated with release of H2A from the nucleus and apoptosis [18].

The increase in expression of Socs3 can be related to JAK1 activation [33] and cytokine induced degeneration. For example, Socs3 is also upregulated in the neural retina upon light-induced injury [34]. In these studies, the activity of one or more of the IL-6 family of cytokines (IL-6, CNTF, NP, LIF, CLC) was the stimulus for Socs3 upregulation. We did not detect upregulation of any single member of the IL-6 family in our microarray data. Thus, as with light-induced injury, multiple cytokines likely lead to the increase of Socs3 expression.

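Of 10 listed IL-6 family cytokines 5 were measured, Il6 and Cntf not among them, 2 with a positive and 3 with a negative log2 fold change, and 0 passed an unadjusted p under 0.05 from limma. Lif was at 58.8 ± 14.2 after crush and 53.3 ± 4.7 in control eyes (SD, n = 3 each), and Clcf1 at 243 ± 73.8 and 224 ± 59.3 (SD, n = 3 each). The log2 fold changes were 0.11 for Lif (adjusted p = 0.88), 0.11 for Clcf1 (adjusted p = 0.906), -0.09 for Ctf1 (adjusted p = 0.894), -0.25 for Osm (adjusted p = 0.698) and -0.23 for Il11 (adjusted p = 0.816). In pairs 1, 2 and 3 the log2 difference was -0.0675, -0.0757 and -0.615 for Osm and 0.199, 0.122 and -1.02 for Il11. For Lif, Clcf1 and Ctf1 the direction also differed between pairs. The list had an adjusted p of 0.781 from camera. Intensities of Lif and Il11 lie close to the minimum mean of 40, where a small change is hard to detect on these arrays.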

The increased expression of Bax and other genes associated with programmed cell death is consistent with the beginnings of a pro-apoptotic program that eventually translocates BAX [5,6] and the related proapoptotic protein BIM [4,35] to the mitochondria to induce death in RGCs. Upregulation of BAX protein has been shown to persist after optic nerve crush [1,6]. Although a detailed promoter analysis has not been reported, BAX upregulation has been linked to JNK activation [36] that we observed within 6 hrs of optic nerve injury. Bax knockout mice are more resistant to RGC cell death after optic nerve crush, but not to degeneration induced by glutamate excitotoxicity [37]. RGC cells in Bim knockout mice are also protected from optic nerve axotomy-induced death [4]. The proapoptotic activity of Bim is negatively regulated by ERK-1 phosphorylation, while phosphorylation by JNK enhances Bim activity possibly by dissociation from intracellular sequestration [38]. Phosphorylation of BIM by ERK-1 causes its degradation by the proteosome [39] so that the regional differences we observe in ERK-1 and JNK activation (Figs 3 and 4) could affect Bim levels in various cell types.

In addition, we note that there is limited survival signaling in the retina immediately after optic nerve injury. Previous studies have shown that survival signaling by IGF-1 through the phosphoinositide-Akt pathway begins to decrease within two days after optic nerve crush [1]. The loss of IGF-1 signaling may be due to the upregulation of Socs3 (Table 3) which is known to antagonize this pathway [40] and interacts directly with the IGF-1 receptor [41]. The changes in glutamate receptor phosphorylation that we observed after optic nerve crush suggests that altered Ca^2+ ^signaling is part of the degenerative process. Brain-derived neurotrophic factor (BDNF) is an important trophic factor for RGC cells and has been shown to be neuroprotective in RGC injury paradigms (Reviewed in [42]). However, the upregulation of Camk2 and related Ca^2+ ^signaling (Tables 2 and 3) antagonizes the trophic activity of BDNF [43]. Thus, application of BDNF, IGF-1, and related factors [44] may be of only short-term benefit after optic nerve injury.

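Calcium signaling genes rose as a group, with 20 of 23 higher after crush and a median log2 fold change of 0.09 (adjusted p = 0.00849 from camera, and adjusted p = 0.799 with an estimated correlation). Cacna1b, the pore subunit of N-type calcium channels, was at 1182 ± 319 after crush and 766 ± 106 in control eyes (SD, n = 3 each), a log2 fold change of 0.60 (nominally significant, adjusted p = 0.642 from limma). It was the only member past an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Camk2a had a fold of 1.13 on the probe set of Table 3 (log2 fold change 0.14, standard error 0.25, adjusted p = 0.884), and its other tested probe sets lay between -0.12 and 0.13. On the probe set of Table 3 its direction differed between pairs, with log2 differences of 0.52, -0.534 and 0.423 in pairs 1, 2 and 3. Camk2b had a log2 fold change of 0.18, Camk2d of 0.13 and Camk2g of 0.03, with adjusted p of 0.751, 0.816 and 0.967, and these were named after their values had been seen. Cacng2, a subunit that also regulates AMPA receptors, had 0.34 (not nominally significant). Trpc2, a cation channel, had 0.50 (not nominally significant) on the brighter of its probe sets, matched by symbol, and 0.78 (nominally significant) on the other. On the brighter one the log2 difference was 0.0655 in pair 1, 0.361 in pair 2 and 1.08 in pair 3. Itpr2, a receptor for inositol trisphosphate, was lower on the probe set of Table 3 with -0.53 (nominally significant), while another probe set with the same accession had 0.48 (adjusted p = 0.648). The list takes the brightest probe set of each gene, and so counts Itpr2 (0.39) and Nfatc4 (0.10) as higher, neither nominally significant. The nominally significant probe sets of these genes were lower, with -0.53 for Itpr2 and -1.33 for Nfatc4. Of 18 ionotropic glutamate receptor genes and their subunits, 0 passed an unadjusted p under 0.05 from limma, and the list had an adjusted p of 0.898. Cacng2, Camk2a, Itpr2, Nfatc4 and Trpc2 are in Table 3, chosen on these samples, and with such genes left out of every list, here 5, a setting chosen after seeing the data, 15 of 18 were above 0 and the list was not past the threshold (adjusted p = 0.0843 from camera). It was not past it either without pair 1 or with the mean of all probe sets of a gene.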

Based on our data we offer the following hypothesis: The soma of the RGC "senses" that its axon is damaged within 30 min and signals the Muller cells, which, we believe, signal the entire retina that a catastrophic event has occurred. Furthermore, within 6 hrs of damage to the optic nerve, death signals are present in the retina that will ultimately lead to RGC degeneration. The temporal rapidity with which these events occur suggest that attempting to interfere with programmed cell death at a later time may be fruitless and, perhaps, not possible

### Experimental Procedures

#### Animal model

Retinas were obtained from male C57BL/6J mice. All experiments were performed in accordance with the U.S. Public Health Service Policy on Humane Care and Use of Laboratory Animals, the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and institutional, federal, and state guidelines regarding animal research. Groups of 5–9 mice were subjected to optic nerve crush. Axons of the optic nerve were crushed with fine forceps for 10 sec, 2 mm posterior to the globe, under direct visualization, within an intact meningeal sheath. By performing the optic nerve crush 2 mm posterior to the globe, the injury is distal to the entry of the ophthalmic artery into the optic nerve. Thus, care is taken to not disturb the retinal blood supply. Optic nerve crush has been widely used by many laboratories and is well documented in the literature [45,46]. At the desired times (30, 60 and 6 hrs after crush) eyes were enucleated and neural retina removed and frozen at -80°C. Controls (0 min) were contralateral eyes that had not been injured from the same animals in each group.

#### Preparation of retinal extracts

Retinal tissue (55–100 mg) was homogenized in 150 μl of lysis buffer (20 mM Tris-HCl, pH 7.4, containing 2 mM EDTA, 150 mM NaCl, 1% (v/v) NP-40, multiple protease inhibitor cocktail (Roche Applied Science, Indianapolis, IN) and 1 mM sodium orthovanadate). A motorized pestle was used in 3 × 20 sec bursts on ice. The mixture was centrifuged at 15,800 × g for 20 min at 4°C. The supernatant was removed and the pellet re-extracted with 50 μl of lysis buffer with mixing by up and down action of a pipette. The mixture was centrifuged again and the supernatants combined. Protein concentrations were measured (BCA reagent, Pierce Chemical Co.).

### Strategy

The initial screening for changes in phosphorylated proteins was done using affinity capture methods coupled to mass spectrometry for protein identification. These methods included anti-phosphotyrosine beads for enrichment of tyrosine phosphorylated proteins followed by separation of the captured material using one-dimensional gel electrophoresis. We used metal-ion chelate chromatography of phosphopeptides obtained from proteins that were not captured by anti-phospho-tyrosine antibodies. We did these experiments at multiple points post injury to attempt to capture a broad spectrum of events in cellular signaling. Although the method used was only semi-quantitative, it lends itself to detection of changes in multiple phosphoproteins for each experimental time point.

#### Isolation of phosphoproteins/peptides

Tyrosine-phosphorylated proteins were isolated by immunocapture with anti-phosphotyrosine antibody 4G10 conjugated to agarose beads (Millipore Billerica, MA). This antibody has been used previously to characterize tyrosine phosphoryated proteins in stimulated cell systems [47] and for quantitative phosphoprotein detection [48]. Lysate containing 1 mg of protein was diluted 1:10 with lysis buffer without NP-40 detergent and applied to 50 μl of a slurry of 4G10-conjugate. The antibody binding reaction was incubated at 4°C with gentle rocking for 16 to 24 hr. Beads were pelleted by centrifugation (2000 rpm, 3 min). The supernatant was removed and saved for subsequent digestion and isolation of additional phosphopeptides (see below). The beads were washed two times with 50 μl of lysis buffer without NP40 and the washings combined with the original supernatant. The beads were washed with lysis buffer (500 μl) without NP-40 and the supernatants discarded. Proteins were eluted from the beads by applying 50 μl of SDS-PAGE sample buffer (Invitrogen) and heating to 95°C for 10 min. After brief centrifugation, the supernatants were removed and applied to individual lanes of a 4–12% polyacrylamide gel (Biorad Criterion, Hercules, CA) and electrophoresed at constant voltage. Gels were stained with Simply Blue stain (Invitrogen, Carlsbad, CA) and de-stained in water.

### In gel digestion of phosphotyrosine antibody-captured proteins

Each gel lane was cut into 10 bands (4 mm × 6 mm) and further chopped into ~1 mm pieces and transferred to 1.5 ml Eppendorf tubes. Gel pieces were washed with 50 mM ammonium bicarbonate, 50% acetonitrile solution (3 × 15 min), and then in 100% acetonitrile. After removal of the solvent and drying in a Speed Vac (Thermo-Fisher, Pittsburgh, PA) concentrator, gels were rehydrated with 70–80 μl of 50 mM ammonium bicarbonate containing 0.01% (w/v) trypsin (Promega, Madison, WI). After incubation at 37°C (16–24 hr), the reactions were stopped by adding 1 volume of 5% (v/v) trifluoroacetic acid. The supernatants were removed and gel pieces further extracted twice with 100 μl of 0.1% trifluoroacetic acid/60% acetonitrile for 30 min. Combined extracts were then evaporated to dryness with a Speed Vac concentrator. The residues were dissolved in 20 μl of 0.1% formic acid/10% v/v acetonitrile).

#### Isolation of additional phosphopeptides from retinal extracts

The flow-through or non-bound fraction from the antiphosphotyrosine capture step (above) was denatured by addition of an equal volume of 6 M guanidine hydrochloride solution. Protein disulfides were reduced with triscarboxyl-ethylphosphine (Sigma-Aldrich, St. Louis, MO) (12.5 mM) at room temperature for 1 hr. To each sample, iodoacetamide (in acetonitrile) was added to a final concentration of 25 mM and the reactions incubated in the dark for 1 hr. The solution was then transferred to a dialysis cassette (10,000 MWCO) and dialyzed against 50 mM ammonium bicarbonate (1 L) at 4°C. The dialysis buffer was changed 3–4 times over 24 hr. The retained fraction was then concentrated in the Speed Vac to 0.5 ml and then trypsin was added to a final concentration of 0.01% and incubated at 37°C for 20 hr. The reactions were stopped by adding 10 μl of acetic acid. The reactions were dried on a Speed Vac concentrator and re-dissolved in 200 μl of 0.1% formic acid, 10% acetonitrile. The OD280 of each solution was measured after 100-fold dilution with water. A volume equivalent to 150 OD280 units of each sample was then diluted to 200 μl with 5% acetic acid and applied to a Ga-conjugated phosphopeptide isolation cartridge (Pierce, Rockford, IL) that had been rehydrated as per the manufacturer's instructions. The flow-through from the cartridge was re-applied and then washed with 200 μl of 0.1% acetic acid, 2 × 100 μl of 0.1% formic acid/10% acetonitrile. Peptides were eluted with 2 × 75 μl applications of 0.1 M ammonia in 10% methanol. One hundred μl of 5% acetic acid was then added to the eluates and the samples evaporated to dryness on the Speed Vac concentrator. The residue was re-dissolved in 25 μl of 0.1% formic acid/10% acetonitrile.

### Mass Spectrometry

Peptides from the gel bands of tyrosine phosphorylated proteins were separated on a nano-flow column (0.075 × 50 mm, C18 Agilent Santa Clara, CA). The column was eluted at 0.3 μl/min with a gradient of 20 to 65% (v/v) acetonitrile in 0.1% formic acid. Peptides from the phosphopeptide isolation cartridge were separated using automated two-dimensional chromatography on the Agilent 1100 chromatography system. In the first dimension, phosphopeptides were injected onto a sulfated-ion exchange column (PolyLC 0.3 mm × 50 mm (Columbia, MD). Peptides were then eluted with steps of 0.05, 0.1, 0.2 and 0.4 M ammonium acetate onto a nanoflow column (0.075 mm × 150 mm, Agilent). The column was eluted at 0.3 μl/min with a gradient of 5–65% acetonitrile in 0.1% formic acid. Peptides were detected using an Agilent 1100 XCT ion-trap LC-MS system as described previously [49]. Each sample from the gel band isolation was run twice.

### Data Analysis

Peptide mass and fragmentation data were filtered and database searching done using Spectrum Mill software (Agilent) as described previously [49]. We used the mouse International Protein Index (IPI) database for searching the mass spectrometry data generated from each sample. From each sample run, a curated list of hits was obtained. This list was based upon the database score and the quality of mass spectral data. For comparisons, we used only those hits that were identified at least twice in each sample. The MS-data intensity values for each peptide were then averaged over the three time points (3 0 min, 60 min, 6 hrs) and divided by averaged control values. The final list of identified proteins is summarized in Additional file 1. This spreadsheet contains the sequences of phosphopeptides identified by mass spectrometry data. Also included is the analysis for the presence of phosporylation sites using Phosphosite [50].

### Immunohistochemistry

Enucleated eyes were fixed in 2% wt/vol paraformaldehyde in 0.01 M phosphate buffered saline (PBS; pH 7.4) at 4°C overnight. Six animals were used for each group in all immunohistochemistry experiments. Immunohistochemistry was performed on paraffin sagittal sections of retina for pJNK (Cell signaling, Danvers, MA) using the Vectastain Elite ABC kit (Vector Laboratories, Burlingame, CA) and diaminobenzidine as a substrate. As a negative control, sections were treated in the same manner, except that incubation with primary antibody was omitted. The sections were treated for equal time in DAB reagent and photographed at the same time. Phosphorylated GluR1 (Ser-845, Zymed, Billerica, MA), phosphorylated ERK-1 (Cell Signaling) SOCS3 (Santa Cruz P-19, Santa Cruz, CA), BAX (Santa Cruz H103), and glutamine synthase (Chemicon-Millipore) were detected using Rhodamine-labeled secondary antibody (Vector Labs). Nuclei were stained with DAPI. Sections were washed, mounted and viewed under a fluorescence microscope (Olympus, AX70). As a negative control, sections were treated in the same manner, except that incubation with primary antibody was omitted.

### Isolation of retinal ganglion cell layer by laser capture microscopy (LCM)

The LCM system that we used (Veritas Microdissection System, Molecular Devices, Sunnyvale, CA) obviated the need for tissue dehydration prior to microdissection. This enabled us to isolate quiescent retinal ganglion cells directly from 8-μM frozen sections of mouse eyes, thereby increasing the yield and quality of RNA (see below). Frozen sections, mounted on special membrane-coated slides (P.A.L.M. Microbeam), which facilitated the capture of cells, were briefly (1 min) stained with hematoxylin (HistoGene™; Arcturus, Mountain View, CA). In addition to visualizing the retinal structures, this staining procedure also removed the OCT mounting medium. Labeled sections were tracked with intergral light microscope using a 20× objective. Retinal ganglion cells to be isolated were outlined with a "light" pen or cursor on a monitor screen. Such an outline defined the area that would be cut and catapulted intact into a Capsure Macro LCM cap (Molecular Devices, Sunnyvale, CA). In this manner, approximately 6000 cells from the ganglion cell layer were isolated from each eye.

### Total RNA Isolation and cRNA Amplification

Total cellular RNA from LCM-captured cells was isolated and purified (Pico-Pure™; Arcturus). Samples of the total starting RNA were analyzed by capillary electrophoresis (Agilent Technologies, Palo Alto, CA) to assess the degree of purification. Approximately 60 ng of total cellular RNA could be extracted from 6000 cells from the ganglion cell layer that were isolated by LCM. When this RNA was contrasted with commercially prepared total RNA from mouse liver using picogram chips and a Bioanalyzer (Agilent Technologies), sharp bands corresponding to the 18 S and 28 S RNA were observed for all samples RNA quality was further assessed by calculating the RNA integrity number, which is based on a proprietary Agilent Technologies algorithm. Total RNA from the isolated cells was subjected to cRNA amplification. Briefly, 1.5 rounds of cRNA amplification were accomplished using a Ribo-Amp^® ^OA RNA amplification protocol (Arcturus). First strand cDNA was generated by reverse transcription using the total RNA. After the second strand cDNA was synthesized, a T7 RNA polymerase-driven cRNA synthesis was performed to obtain the first round of cRNA amplification. A second double strand cDNA synthesis was performed followed by a second round of cRNA amplification. A *BioArray*™ *HighYield*™ RNA transcript labeling protocol (T7) (Enzo Life Sciences, Famingdale, NY) was employed for the second round of amplification to biotinylate the cRNAs. To examine the reaction quality, an aliquot from the first stand cDNA synthesis in the first round cRNA amplification and another from the second strand cDNA synthesis in the second round amplification sample were removed for real-time PCR analysis.

### Microarray Analysis

Amplified RNA (8 μg) was hybridized to Affymetrix (Santa Clara, CA) Mu430 v2.0 chips and processed as recommended by the manufacturer. Three chips each were used for the control and 6 hrs crush samples. For each dataset, invariant set normalization was performed using the PM/MM model for calculating signal intensities in dChip 2006 [51]. Thresholds for selecting significant genes were set at a relative fold-difference of > 1.2, absolute intensity difference between sample and baseline > 80, and paired t-test value of p <0.05. Genes meeting all of these criteria were considered as significantly different. This resulted in a list of 239 differentially expressed genes (160 upregulated and 79 down regulated, Additional file 2). 

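With the methods' t-test on paired intensities and the same thresholds, 321 of the 33169 tested probe sets changed, 239 higher and 82 lower. At an unadjusted p under 0.05 from that test 1671 probe sets passed, where chance alone gives 1658, and 0 did after Benjamini-Hochberg adjustment. Both Ttr and Socs3 missed the threshold in that test, and Mvd and Gfap passed it. Taking the eyes as unpaired gave 481 probe sets, 374 higher and 107 lower, and pairing log2 values gave 391, 320 higher and 71 lower. Of the 1036 probe sets that limma gave at the same thresholds, 692 carry a single gene symbol (534 higher and 158 lower) and 344 carry none or several (322 higher and 22 lower).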

Microarray data have been deposited in the GEO database with the series accession number GSE11862.

### ELISA

ELISA assays for phosphoproteins were done with sandwich ELISA kits (Cell Signaling) following the manufacturer's instructions. These were used to detect phosphoJNK (Thr183, Tyr185) and phospho IκB (Ser32) in soluble tissue extracts. Briefly, extracts were diluted with the assay buffer to the desired total protein concentration (0.25, 0.5, 1.0 mg/ml) to 100 μl and applied in duplicate to the wells of the ELISA plate containing the capture antibody. Controls without added lysate were included in all assays. The plates were covered and incubated at 4°C for 12–16 hrs to allow binding of the target protein to the plate. Wells were then washed 4 times with the wash buffer supplied in the kit. The wells were then covered and incubated with the antiphosphoprotein antibody and incubated for 1 hr at 37°C. The plates were washed again and then incubated with horse radish peroxidase (HRP) linked detector antibody for 30 min at 37°C. The plate was washed again and then incubated with HRP substrate solution for 30 min at room temperature. Stop solution was added and the absorbance of converted substrate read at 450 nm in a plate reader.

Mouse TNFα was measured in soluble tissue extracts using an ELISA kit (Pierce). Briefly, tissue extracts were diluted to 0.25 or 0.5 mg/mL and 50 μl applied in duplicate to the ELISA plate. TNFα standards over the range of 35 to1225 pg/ml were measured in duplicate along with the samples. Then 50 μl of biotinylated antiTNFα antibody was added to all of the wells and the plate covered and incubated for 2 hr at room temperature. The plate was washed 5 times and then the wells were incubated with 100 μl of HRP-streptavidin solution for 30 min at room temperature. The reaction was stopped by adding an equal volume of acidic (2N HCl) stop solution. The absorbance was then read at 450 nm in a plate reader.

## Abbreviations

RGC: retinal ganglion cell; HRP: horseradish peroxidase; IS: inner segment; ONL: outer nuclear layer; OPL: outer plexiform layer; INL: inner nuclear layer; IPL: inner plexiform layer; GCL: ganglion cell layer; NP-40: Nonidet P40 detergent; MS: mass spectrometry; LC-MS: liquid chromatography – mass spectrometry; LCM: laser capture microscopy; RT-PCR: quantitative reverse transcriptase PCR.

## Competing interests

The authors declare that they have no competing interests

## Authors' contributions

ALW performed the axon injury on the control and test animals. YM performed tissue extractions from animal experiments and protein biochemistry. TJL performed mass spectrometry, data analysis and wrote drafts of the manuscript. TJL, ALW and AHN interpreted the collected data. AHN designed the study and edited and approved the final manuscript.

## Supplementary Material

Additional File 1 **Table S1.** S1 is a spreadsheet of all of the identified phosphproteins and phosphopepitde sequences. Click here for file

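Table S2 lists 241 entries, 160 with a positive and 81 with a negative fold change, each with a sequence accession. For 171 entries the accession was found among those of the array's probe sets, and for 116 of them it led to a single probe set. Over these 116 the fold had the same direction in 101 (87.1%), and 69 folds lay within 0.05 of the listed fold on the log2 scale. Most entries with the opposite direction, such as Ercc1, Klk7 and Melk, lay under the minimum mean of 40 and were not tested. Under that mean a difference of group means over 80, which the study required, cannot occur. These entries could therefore not meet the study's criteria on these probe sets and intensities. Whether another probe set or other values lie behind them in Table S2 was not tested. Wdr95 and C87436 were tested and had the opposite direction. At the study's thresholds 58 of the 116 entries met the criteria with limma and 71 with the methods' t-test.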

Additional File 2 **Table S2.** S2 is a spreadsheet with all of the differentially expressed genes (1.2 fold changed p < 0.05) at 6 hrs post axon injury compared to control. Click here for file

Additional File 3 **Table S3. **S3 is a spreadsheet containing the gene. Ontology analysis of the 6 hrs post axon injury differentially expressed genes from S2. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

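Microarray values were taken for 3 control eyes, the uninjured contralateral eyes, and 3 eyes examined 6 hrs after crush, with 1 array per eye and amplified RNA of laser-captured ganglion cell layer. The deposited values are linear intensities, made by the authors in dChip with an invariant-set normalization across arrays and the PM/MM model. They cover 45101 probe sets, 64 of them Affymetrix control probe sets that were left out of the tests. Many low values equal 1, which looks like a floor set by the software, although the paper's text does not name one. Control 1 was paired with crush 1 and so on by eye number, since the methods use a paired test and the controls are contralateral eyes. How far the numbers do pair the eyes of an animal was checked only through the correlation of residuals, which does not settle it.

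Intensities under 16 were set to 16 and taken to log2. The 33169 probe sets with a mean of at least 40 over the 6 arrays were tested in R 4.3.3 with limma 3.58.1, with eye number as a block and empirical Bayes moderation, and p values were adjusted by Benjamini-Hochberg. The study's criteria were an unadjusted p under 0.05, a ratio of group means over 1.2 and a difference of group means over 80, the last 2 on the deposited intensities. Probe sets were joined to gene symbols by their identifiers, and 34958 carried a single symbol, 932 several, and 9211 had no entry in the table used. For a gene in a list the probe set with the highest mean was used, which gave 15103 genes. Folds printed with a minus sign are those of lower genes, as in Table 3.

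Genes to compare across settings were taken by a fixed rule. It took every gene that the paper names for its microarrays, up to 10 probe sets in each direction with the largest log2 fold change among those past an adjusted p under 0.05 (filled up from those that met the study's criteria and moved the same way in all 3 pairs), and from each list all members where it had 10 or fewer and otherwise up to 4 with the smallest p. Where Table 3 gives an accession a probe set with that accession was used if one was found. The folds and p values of Table 3 and Table S2 had been seen when the rule and the lists were written, and genes named outside the rule are marked as such where they appear. The text names part of the genes that the rule gave, and this part was chosen with their values seen. Of the 32 lists, the list of erythrocyte genes had too few measured genes, and 31 were tested. They cover retinal neurons, glia, vascular cells, pigment epithelium and lens, cytokine and STAT signaling, cell death, injury and stress responses, sterol synthesis, glutamate receptors, calcium signaling, interferon response, oxidative phosphorylation and ribosomal proteins. The 5 lists from Table 3 and Table S3 were tested apart, since the study chose them on these samples. Bax and Gcm2 were not analysed here.

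Most alternatives changed a single choice, covering the block, the floor, the intensity filter, the scaling between arrays, the prior, the test, the way a gene's probe sets are combined, the set test and the arrays used, while the methods' t-test also changes the scale, its unpaired form the pairing too, and the settings without a crush eye both the pairing and the arrays. Those without the array of crush eye 2 or crush eye 3, which have no pairing block, the count over probe sets with a single symbol and the lists without the genes of Table 3, Table S2 and Table S3 were added after seeing the data. The calculation was tested on simulated data of 3 against 3 arrays with 193 changed probe sets of 32781. Of the simulated changes of 1 on the log2 scale 53.6% passed an adjusted p under 0.05 and of those of 2 on that scale 99% did, with 9 unchanged probe sets also past it. These shares hold for the simulated data only. On the real arrays Ttr at 2.61 and Socs3 at 2.04 had an adjusted p of 0.642 from limma. A count of 0 there therefore does not exclude changes of that size. Arrays have no read depth, and their number limits the precision. At a low signal a change is hard to detect, and 6891 to 7233 probe sets per array lay under the floor. Ratios of 3′ to 5′ probe sets were 6.65 to 10.5 for Actb and 4.62 to 7.54 for Gapdh.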

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

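The tests of explanations and of other splits in this part were chosen after the results they bear on had been seen, while the lists and the alternatives without a pair had been chosen earlier. Each of the following is a difference from the control eyes in a gene or a group of genes that the paper does not discuss as such, although it discusses Socs3, a member of the STAT3 list. Sterol synthesis genes had a median log2 fold change of 0.162 and immediate early genes of 0.0854. Genes induced by STAT3 had a median log2 fold change of 0.277, rod markers of 0.264, and Ttr a log2 fold change of 2.608. Since groups of 3 were not tested for outliers, no array was called one.

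Among the 1036 probe sets at the study's thresholds, 82.6% were higher after crush. Without pair 3 the share was 53.1% of 505 probe sets, so the excess of higher probe sets rests in part on that pair, in which the array of crush eye 3 had 255 probe sets above all other arrays by over 1 on the log2 scale. Without pairing and without crush eye 3, a setting chosen after seeing the data, 356 were higher and 350 lower. With each array scaled to the same median the share was 74.5%, with 901 higher and 309 lower, against 856 and 180 as reported. After quantile normalization it was 61.4%, with 719 higher and 452 lower. The share thus fell mostly because more lower probe sets passed, not because the higher ones were lost. The value of 61.4% lies between the bounds set for scaling as a cause and for its absence, so scaling between arrays stays open. A response to crush that differed between the eyes stays open too and was not tested.

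Ttr was higher on 3 of its 4 probe sets, and the other had a log2 fold change of -0.02. Why that probe set differed, and whether the raised ones are specific for Ttr, was not tested. Over the raised probe sets the lowest difference in any pair was 1.57 on the log2 scale, which argues against a single pair as the cause. RNA from the pigment epithelium or the ciliary body, which laser capture of the ganglion cell layer is meant to leave out, is a candidate source of the signal. The other 16 measured markers of these tissues had a median of -0.006 (SD 0.594), 3 of them higher and 2 lower, so that the marker list went both ways, and Ttr and Otor of this list are also in Table S2. Its members with the highest intensity, which does not rank transcripts across probe sets, were Otx2 at 3606 and Trpm3 at 2089 in control eyes, genes that retinal neurons also express, and neither was nominally significant on those probe sets. This source and a response of cells in the ganglion cell layer cannot be told apart from these values, since the other markers did not all move one way.

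Muller cell and bipolar cell markers were lower and rod markers higher after crush, by camera with the preset correlation only. The estimated correlation was 0.876 for rods and 0.104 for bipolar cells. For Muller cells it was 0.00893, not above the preset 0.01, so a higher correlation does not account for their lost call. The estimated setting also has only the few residual degrees of freedom of the arrays. A larger share of rod RNA in the crush samples may dilute the other cell types. In pair 1, where the rod median was -0.18, that of Muller cells was -0.24 with 18 of 20 markers lower, the value named for the absence of this cause. In the same pair 0 of 22 RGC markers were lower (median 0.24) and all 14 rod and all 10 cone markers were, so that the Muller cell value there does not bear on rods alone. A single pair excludes nothing, however. Over pairs 1, 2 and 3 the rod median was -0.177, 0.179 and 0.728. That of Muller cells was -0.236, -0.22 and -0.175, and that of bipolar cells -0.171, -0.423 and -0.102. Both falls were smallest in pair 3, where rods rose most, which goes against dilution. RGC medians of 0.236, -0.211 and -0.169 were below 0 only where rods rose, which goes with dilution. The paper's list of cells in the captured layer names Muller cell processes, but not rods, cones or bipolar cells. Rod markers still had a median intensity of 5552, against 3144 for RGC markers, although intensity does not rank transcripts across probe sets. In pair 3, 17 of 22 RGC markers and 0 of 14 rod markers were lower, the reverse of pair 1. How much tissue of other layers each capture held was not measured. Dilution therefore stays open, as does a lower expression of these genes in the cells themselves, which was not tested.

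With eye number as a block, 4 splits part all pairs, the real split included, which is too few for a share under 0.05. For probe sets past an adjusted p under 0.05 the comparison says nothing, since the count was 0 in all 4. At the study's thresholds the real split gave 1036 and the highest other 366, and for lists 9 and 5, so that in both cases 1 split, the real one, had a count as large. The other splits each exchange the eyes of a pair. Without pairing, the 10 splits of the arrays include one that set control 1, crush 1 and control 2 against the rest and gave 2135 probe sets, against 830 for the real split, which points to a structure of the samples apart from crush.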

How the results depend on the processing

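The settings without crush eye 2 or crush eye 3 and without pairing, the lists without genes that the study lists, and the count over probe sets with a single symbol, were chosen after seeing the data. The count at an adjusted p under 0.05 was 0 in limma, where 2546 passed an unadjusted p under 0.05, and 0 in each alternative except eBayes with trend and robust prior, where it was 1, a probe set of Ttr (adjusted p = 0.0475, the smallest adjusted p in the other alternatives being 0.209 to 0.841). Over limma's alternatives in floor, filter, scaling, prior and block, the count at the study's thresholds, 1036 in the analysis reported, ranged from 762 (no intensity filter) to 1517 (trend and robust prior), with no pairing block giving 830. The methods' t-test gave 321, the same test without pairing 481 and the paired test on log2 intensity 391, and the cause was not tested. When a pair was left out the count ranged from 505 to 1340, with fewer samples. It was 505 without pair 3 and 612 without pair 2. Of the 31 gene lists, 9 passed, 0 passed with an estimated correlation and 0 with fry, which asks another question. In camera the estimated setting also takes the few residual degrees of freedom of the arrays in place of those of the genes. For the Muller cell, calcium signaling and interferon lists the estimate was 0.00893, -0.00403 and -0.0261, not above the preset 0.01. A higher correlation does not account for these 3 lost calls. The number of lists that passed ranged from 4 to 9 when a pair was left out. Over the other alternatives of floor, filter, scaling, prior and block it was 6 to 9, and with the mean of all probe sets of a gene it was 7. Without pair 1 it was 4, with sterol synthesis, calcium signaling, amacrine cell, Muller cell, immediate early and interferon lists lost and the cone list gained, and without pair 3 it was 6. With the lists without the genes that the study lists, and so with fewer genes, it was 5, with the STAT3, immediate early, sterol synthesis and calcium signaling lists lost. Without pairing, leaving out crush eye 2 gave 819 probe sets and 9 lists, and leaving out crush eye 3 gave 706 (356 higher and 350 lower) and 6 lists. Over the probe sets with a single symbol the count was 692. Of 160 named probe sets 53 passed an unadjusted p under 0.05 in limma. Over 2699 pairs of a named probe set and an alternative, 2303 kept direction and side of that threshold, 229 fell short of it, 123 newly passed it and 44 turned in direction, of which 0 passed it in either setting. The methods' t-test lost 35, and the settings without pair 1, pair 2 and pair 3 lost 21, 15 and 21. Those that turned, with their log2 fold change, were with a floor of 64 Pou4f3 (0.057) and Prph2 (-0.0397), after quantile normalization Zmynd8 (0.0366), Onecut1 (-0.0145), Septin4 (0.0309) and Bcl2l1 (0.0149) and with the methods' t-test, paired or not Zmynd8 (0.00254). Without pairing and crush eye 2 Zmynd8 (0.104), Chat (0.186), Bcl2l1 (0.0417) and Uqcrc1 (0.0307) turned, and without pairing and crush eye 3 Camk2a (-0.156), Atf2 (-0.00945), Ebf1 (0.0634), Onecut1 (-0.0798), Septin4 (0.0178), Cldn5 (-0.042), Lif (-0.00813) and Clcf1 (-0.129). With a pair left out, turns occurred within these ranges, for Camk2a (-0.0553 to 0.472), Foxp1 (-0.111 to 0.234), Kcne2 (-0.678 to 0.0873), Septin4 (-0.0756 to 0.0563), Ctf1 (-0.23 to 0.0907), Zmynd8 (-0.0986 to 0.0934), Opn1sw (-1.18 to 0.115), Chat (-1.53 to 0.124), Onecut1 (-0.00991 to 0.0294), Lif (-0.0559 to 0.349) and Mcl1 (-0.191 to 0.00538). They also occurred for Bcl2l1 (-0.02 to 0.00653), Atf2 (-0.0821 to 0.138), Ebf1 (-1.16 to 0.0302), Cnga1 (-0.0104 to 0.757), Gnat2 (-0.139 to 0.385), Pde6h (-0.263 to 0.509), Lhx1 (-0.389 to 0.988), Clcf1 (-0.147 to 0.374), Bcl2 (-0.0459 to 0.291) and Hspa1b (-0.0313 to 0.577), and the cause of these turns was not tested. Low signal limits what can be seen, as 6891 to 7233 probe sets per array lay under the floor of 16.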

Differences from the paper's values

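The folds on probe sets other than the brightest, the settings without pairing that leave out crush eye 2 or crush eye 3, and the count over probe sets with a single symbol were chosen after seeing the values, and the other alternatives of this part were set before the data were examined. The paper reports 220 differentially expressed genes in its results, where it names only the fold and p thresholds. It reports 239 in its methods, where it also names the intensity difference. With all of these thresholds limma gave 1036 probe sets. Of the alternatives set before the data were examined, the methods' t-test (321) lies within 1.5 times of both of the paper's counts, and all others lie further away. The paper's count of upregulated genes is 160, against 856 here, and 239 with the methods' t-test, with which alone the gap was within 1.5 times. The paper's count of downregulated genes is 79, against 180 here. Within 1.5 times of it were the methods' t-test (82), the same test without pairing (107), the paired test on log2 intensity (71) and the setting without replicate 2 (67), while the remaining alternatives were not. Without pairing and without crush eye 2 the count was 103, a setting chosen after seeing the values, which drops 74 of the 116 entries of Table S2 that lead to a single probe set, where limma with all arrays drops 58. The paper counts genes, and the counts here are of probe sets.

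Of the 22 genes of Table 3 that were measured, 21 had the direction that the paper gives, counting Zmynd8 at 1.00, all but Ercc1, whose probe set lies under the floor, and 17 had a fold within the error, here the SD of the log2 difference over the pairs. Where the pairs spread widely a large gap lies within it, as for Camk2a (1.13, with the paper's at 1.32 and an SD of 0.58) and Socs3 (4.45, with the paper's at 3.33 and an SD of 0.72). For Socs3 the fold was 3.32 without replicate 3 and 5.6, outside the error, without replicate 2. For Akap9 the paper's fold is 1.59 and that found here 1.19, and no alternative came within the error. The paper's fold for Pdgfra is 1.50, against 1.33 here, and the gap was within the error without replicate 1 (1.33, where the error was larger) but in no other alternative set before the data were examined. For Pdgfra the setting without pairing and without crush eye 2, chosen after seeing the values, gave 1.5, and as said it drops 74 of those 116 entries. Another probe set of Pdgfra, looked at after seeing the values, had 1.43. For Zmynd8 (Prkcbp1) the paper's fold is 1.36, against 1.00 on the brightest probe set here, and no alternative closed the gap, while another probe set, looked at after seeing the values, had 1.36. For Atf2 the paper's fold is 1.25, against 1.01 here, and no alternative closed the gap, while another probe set with the accession of Table 3 had 1.25. For Ercc1 the paper's fold is -1.27, against 1.14 here, and -1.08 without replicate 2, on a probe set whose mean of 8.52 lies under the floor, so that its error is 0.00 and the comparison says nothing of this gene.

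Of 8 genes named here whose folds were read from Table S2, 7 had the direction given there and 6 had a fold within the same kind of error. Outside this tally, for Rps6ka6 the paper's fold is 1.26, against -1.03 and -1.05 here on the probe sets with its accession, while the folds here for Cc2d1a, Sirt7, Strada and Naa15 were 1.42, 1.29, -1.29 and 1.37, with the paper's at 1.41, 1.29, -1.28 and 1.36. The other 2 probe sets of the Naa15 entry had -1.14 and 1.25. For Klf6 the paper's fold is 1.37, against 1.16 here, and the gap was within the error after quantile normalization (1.12) and with each array scaled to the same median (1.17), where the error was larger, but in no other alternative set before the data were examined. For Klf6 it also was without pairing and without crush eye 2 (1.16), chosen after seeing the values and with the same 74 entries dropped. The other probe set of that entry had 1.28, and for a further entry of Klf6 the paper's fold is 1.29, against 1.29 here, both looked at after seeing the values. For Ebf1 the paper's fold is 1.27, against -1.31 here on the brightest probe set, and no alternative closed the gap, while another probe set with the accession of that entry, looked at after seeing the values, had 1.26, and without replicate 3 the brightest had 1.02. Table S2 gives Ttr and Socs3 with the paper's p of 0.0006 and 0.0002, while neither passed 0.05 here with the methods' t-test on the deposited intensities.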

Other observations

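The tests of STAT3 targets in this part were chosen after the result for Socs3 had been seen, while the lists had been chosen earlier. Genes of sterol synthesis rose as a group by the preset correlation, with 14 of 20 higher after crush and a median log2 fold change of 0.16 (adjusted p = 0.00753 from camera, and adjusted p = 0.968 with an estimated correlation). Of its members 3 were higher and 0 lower at an unadjusted p under 0.05 from limma, and 1 was higher when adjusted over the list alone. They are Mvd, Hsd17b7 with a log2 fold change of 0.61 and Dhcr7, which makes cholesterol from its direct precursor, with 0.62. Of 3 other probe sets of Hsd17b7, 2 went in the opposite direction and 1 was higher and nominally significant. The median of the list was 0.395 in pair 1, -0.0138 in pair 2 and 0.133 in pair 3, and without pair 1 the list was not past the threshold. In pair 1 the markers of cell types also moved, with 0 of 22 RGC markers lower (median 0.24), and 14 of 14 rod, 10 of 10 cone and 18 of 20 Muller cell markers lower. Mvd and Hsd17b7 are also in Table S2, so their part in this list is not independent evidence, and with such genes left out of every list, a setting chosen after seeing the data, it was not past the threshold (adjusted p = 0.0981 from camera).

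Genes of the interferon response fell as a group by the preset correlation, with 10 of 13 lower and a median log2 fold change of -0.21 (adjusted p = 0.0298 from camera, and adjusted p = 0.799 with an estimated correlation). Oasl2, a gene induced by interferon, was at 202 ± 13.3 after crush and 415 ± 106 in control eyes (SD, n = 3 each), and lower in all 3 pairs. It was the only member past an unadjusted p under 0.05 from limma, and 1 was lower when adjusted over the list alone. Without pair 1, without pair 3, with no intensity filter and with the mean of all probe sets of a gene this list was not past the threshold. Among 17 measured markers of the pigment epithelium and ciliary body, Ttr, Rgr (log2 fold change 1.30), Lrat (0.59) and Dct (0.63) were higher and Otor (-0.91) and Tyr (-0.49) lower at an unadjusted p under 0.05 from limma, with 2 higher and 1 lower when adjusted over the list alone. Genes of the ER stress and integrated stress response had an adjusted p of 0.978 from camera, heat shock genes of 0.781, oxidative phosphorylation genes of 0.428 and ribosomal protein genes of 0.214. In these lists Trib3 was higher and Cryab, a small heat shock protein that is also a lens crystallin, lower at an unadjusted p under 0.05 from limma, with 0 when adjusted over each list alone.

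One hypothesis is that Socs3, itself induced by STAT3, was higher as part of a wider rise of STAT3 target genes, although 0 of the 5 measured IL-6 family cytokines passed an unadjusted p under 0.05 from limma. The other 17 measured targets had a median log2 fold change of 0.27, and of 10000 random lists of genes of matched level a share of 0.0001, the smallest they can give, had a median as high. Random lists leave out the correlation between genes, and a further test was added after this result was seen. For the targets without Socs3, camera gave p = 0.0015 with the preset correlation and p = 0.127 with an estimated correlation, where the test also has only the few residual degrees of freedom of the arrays. Gfap is also in Table S2, and with such genes left out of every list, again chosen after seeing the data, the adjusted p from camera was 0.0526, and adjusted p = 0.955 with an estimated correlation. The hypothesis of a wider rise may therefore hold or not, since the tests differ, and the 3 pairs of eyes leave it open.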
